# The Feather Moss *Hylocomium splendens* Affects the Transcriptional Profile of a Symbiotic Cyanobacterium in Relation to Acquisition and Turnover of Key Nutrients

**DOI:** 10.1007/s00248-024-02363-6

**Published:** 2024-03-01

**Authors:** Danillo Oliveira Alvarenga, Anders Priemé, Kathrin Rousk

**Keywords:** Boreal forests, Nitrogen fixation, Plant–microbe interactions, Sulfur, Symbiosis, Metatranscriptomics

## Abstract

Moss-cyanobacteria symbioses were proposed to be based on nutrient exchange, with hosts providing C and S while bacteria provide N, but we still lack understanding of the underlying molecular mechanisms of their interactions. We investigated how contact between the ubiquitous moss *Hylocomium splendens* and its cyanobiont affects nutrient-related gene expression of both partners. We isolated a cyanobacterium from *H. splendens* and co-incubated it with washed *H. splendens* shoots. Cyanobacterium and moss were also incubated separately. After 1 week, we performed acetylene reduction assays to estimate N_2_ fixation and RNAseq to evaluate metatranscriptomes. Genes related to N_2_ fixation and the biosynthesis of several amino acids were up-regulated in the cyanobiont when hosted by the moss. However, S-uptake and the biosynthesis of the S-containing amino acids methionine and cysteine were down-regulated in the cyanobiont while the degradation of selenocysteine was up-regulated. In contrast, the number of differentially expressed genes in the moss was much lower, and almost no transcripts related to nutrient metabolism were affected. It is possible that, at least during the early stage of this symbiosis, the cyanobiont receives few if any nutrients from the host in return for N, suggesting that moss–cyanobacteria symbioses encompass relationships that are more plastic than a constant mutualist flow of nutrients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00248-024-02363-6.

## Introduction

Mosses are non-vascular plants that are among the dominant plant groups in many northern terrestrial ecosystems. These bryophytes host a diverse set of symbiotic microbes, such as cyanobacteria, that contribute significantly to both the carbon (C) and nitrogen (N) cycles [1]. Cyanobacteria associated with mosses have been repeatedly found to constitute an important source of new N into northern environments that are abundantly colonized by bryophytes, like boreal forests [2–4].

The amount of N fixed in moss–cyanobacteria associations possibly depends on the host plant. Mosses influence the composition and the N_2_-fixing activities of associated cyanobacterial communities, which show high degrees of host specificity [5–7]. This is at least partly a result of the varying rates in which different moss taxa are colonized by cyanobacteria, a consequence of a combination of biotic factors that include taxon-dependent morphological traits in the hosts [8].

Symbiosis, defined as different species living together in intimate, physical contact [9], comprises a dynamic continuum of interactions ranging between mutualism, commensalism, and parasitism, among which symbionts may transition depending on environmental and ecological conditions [10]. As N_2_ fixation is a very costly process, cyanobacteria-plant symbioses often encompass mutually beneficial relationships where the host reciprocates the increased N_2_-fixing activities of their cyanobionts by supporting them with C [11, 12]. As such, some works have shown that host plants may up-regulate genes involved in photosynthesis [13] and ammonium transport [14] when in contact with cyanobionts. Likewise, symbioses between cyanobacteria and the feather moss *Pleurozium schreberi* and the peat moss *Sphagnum angustifolium* have been proposed to be mutualistic and based on nutrient exchange, as the hosts could potentially transfer C and S to their cyanobionts and receive N in return [15, 16].

It is hard to say if this is a general pattern in cyanobacterial symbioses with mosses because these relationships are much looser than the endophytic relationships cyanobacteria establish with tracheophytes or other bryophytes such as hornworts and some liverworts [11]. Additionally, N_2_-fixing communities in different mosses can be more complex than commonly thought and may also include bacteria other than cyanobacteria [16]. Furthermore, in some bryophyte-cyanobacteria symbioses, increased N_2_ fixation by cyanobionts can be verified within 1 week of contact, but declines sharply after 2 weeks [17]. Thus, the interactions taking place in these symbioses are also likely to fluctuate with time.

Although the importance of moss–cyanobacteria symbioses for some pristine ecosystems cannot be overstated, the molecular mechanisms involved in their establishment and maintenance are still mostly unknown. The few studies investigating gene expression in these interactions suggested that 3–5 weeks of physical contact between moss and cyanobionts results in the upregulation of cyanobacterial genes related to phosphorus (P) uptake, oxidative stress, and N_2_ fixation, while genes related to host defense are downregulated [16, 18]. However, cyanobacterial interactions with other moss species, like the widespread boreal forest feather moss *Hylocomium splendens*, are still unexplored, and it is possible that the characteristics of moss–cyanobacteria interactions change with time, environmental conditions, and/or hosts. Nonetheless, we have recently shown that 1 week of contact between cyanobacteria and *H*. *splendens* shoots or its extracts increases the heterocyte frequency and, consequently, N_2_ fixation rates of the cyanobacteria without significant changes in biomass [19]. Hence, mosses likely influence the activity and morphophysiology of their cyanobionts within days of initiating contact.

Following this previous work, we investigated how a week of close physical contact between *H. splendens* and its N_2_-fixing cyanobiont affects gene expression in both parts. Based on potential nutrient exchange interactions suggested earlier where mosses could provide C and S and receive N from the cyanobiont, we hypothesized that (1) genes linked to N_2_ fixation would be up-regulated in the cyanobiont when in contact with *H. splendens* and genes related to N uptake would be up-regulated in *H. splendens* under symbiosis; (2) genes related to S uptake would be up-regulated in the cyanobiont when co-incubated with *H. splendens*; (3) photosynthesis would be down-regulated in the cyanobiont when in contact with its host; and (4) photosynthesis would be up-regulated in *H. splendens* during the symbiosis with its cyanobiont. Since no reference genomes are available for these organisms and the samples were non-axenic, we used a de novo metatranscriptomic strategy that allowed us to estimate how gene expression in the mosses and the cyanobacteria was affected by their symbiotic relationship.

## Methods

### Moss Sampling and Cyanobacterial Isolation

Shoots of the feather moss *Hylocomium splendens* (Hedw.) Schimp. were collected on August 2020 in boreal forests from northern Sweden located in the larger Arvidsjaur area (64°58′50.0″–66°1′13.6″N, 19°33′57.2″–19°51′8.7″E). At least 20 shoots were collected by hand from different spots (approximately 10) within a 10-m^2^ plot (in two different forests) and merged into a composite sample representing each forest site. Samples were stored at 4 °C in the dark until they were processed. The isolation of a cyanobacterial symbiont was initiated by submerging the shoots into a 250-mL Erlenmeyer flask containing 100 mL of liquid BG-11_0_ medium [20, 21] supplemented with 100 µg·mL^−1^ cycloheximide. After 3 months of incubation at 20 ± 1 °C under a photoperiod of 12 h of light at 40 ± 5 µmol photons·m^−2^·s^−1^ and 12 h of darkness, a *Nostoc*-like cyanobacterial strain capable of N_2_ fixation (named UCTE CB012) was obtained by serially transferring a visible colony to fresh culture medium. The isolation process was followed by frequent microscopy-assisted diagnoses to ensure that a unicyanobacterial culture was obtained.

### Culturing and Moss–Cyanobacteria Co-incubation

Using tweezers, moss shoots were manually separated from soil and debris and transferred to 50-mL tubes containing 25 mL of ddH_2_O, where they were sonicated for 10 min. To reduce the abundance of the preexisting microbial communities in the samples, the shoots were further washed by vortexing them with a sequence of sterile solutions (0.1% Tween 20, 1% NaOCl, and 0.1% H_2_O_2_, each intercalated by ddH_2_O). Next, the shoots were cultured at 12 h of light at 125 ± 5 µmol photons·m^−2^·s^−1^ in 100 mL of BCD medium [22] containing 25 mg·mL^−1^ nystatin, 10 mg·mL^−1^ ampicillin, and 10 mg·mL^−1^ streptomycin. To inspect for residual cyanobacteria, the moss samples were observed with the Olympus BX61 fluorescence microscope using the green excitation filter (Olympus, Tokyo, Japan). Unicyanobacterial cultures of the strain UCTE CB012 were also prepared and incubated under the previously mentioned conditions.

After 3 weeks, the cyanobacterial cultures were concentrated by centrifugation at 4000 × *g* for 10 min and the cells were resuspended in 30 mL of sterile ddH_2_O. Afterward, the moss shoots were once again centrifuged and washed with sterile ddH_2_O. Co-incubations were prepared with four replicates according to three treatments: moss shoots alone (solitary state), cyanobacteria and mosses together (co-incubated state), and cyanobacterial cells alone (solitary state). Cyanobacterial cell solutions were homogenized before each inoculation.

For metatranscriptomic analyses, five *H. splendens* shoots were placed in sterile 50-mL tubes with cotton stoppers and inoculated with 1 mL of the cyanobacterial cell suspension. In parallel with this, three shoots were placed in 20-mL sterile glass vials, which were inoculated with 1 mL of the cyanobacterial cell suspension and sealed with parafilm for N_2_ fixation analyses using the acetylene reduction assay. Treatments containing either mosses or cyanobacteria in isolation were processed in the same manner, but with the organisms being kept in separate containers. Treatments consisting of moss shoots alone received 1 mL of sterile ddH_2_O instead of the cyanobacterial inoculum. The samples were incubated under the same conditions as the culturing of the moss shoots described above.

### Acetylene Reduction Assay

The N_2_ fixation rates of the cyanobacteria when solitary and co-incubated with the moss were estimated based on the acetylene reduction assay (ARA) [23]. After 1 week of incubation, the 20-mL vials prepared in the previous step were sealed with rubber caps and 10% of the head space was replaced with acetylene gas. The vials were returned to the growth chamber for 18 h under the previous conditions. The amount of ethylene produced in the samples was quantified via gas chromatography with the Agilent 8890 GC System equipped with the J&W CarboBOND column (Agilent Technologies, Santa Clara, USA). A standard curve was produced using vials containing different concentrations of 300 ppm ethylene. The amount of ethylene in vials containing washed moss shoots alone was subtracted from the values in the co-incubated samples. An empty, sealed vial incubated with acetylene gas only was also analyzed to subtract any existing concentration of ethylene in the acetylene gas used for the incubation.

To verify whether co-incubation with the feather moss host influences N_2_ fixation rates by its cyanobacterial symbiont, the ARA results obtained were statistically analyzed with R 4.2.2 (https://www.R-project.org/) under the RStudio IDE 2022.12.0 (http://www.rstudio.com/). Normality of the data was checked using QQ plots and Shapiro’s test (*p* = 0.39). Differences in acetylene reduction between solitary cyanobacteria and cyanobacteria co-incubated with moss shoots was evaluated using a one-way ANOVA [24] and Tukey’s honest significant distance [25] tests. The results were visualized with the R package ggplot2 3.4.0 [26].

### RNA Isolation

After 1 week, when a significant increase in co-incubated N_2_ fixation rates was verified (approximately 3 times higher), the cotton stoppers were replaced with the original plastic caps, and the samples were flash-frozen by immersion into liquid N_2_. The tubes were kept at − 80 °C until they were freeze-dried at − 55 °C for 24 h. The dried samples were moved to RNeasy PowerBead Tubes (Qiagen, Venlo, Netherlands), which had their ceramic beads replaced with 150–212-μm acid-washed glass beads (Sigma-Aldrich, Saint Louis, USA). RNA was isolated using the RNeasy PowerPlant Kit (Qiagen) using the protocol provided by the manufacturer. DNA co-isolated from the samples was removed with the RNase-Free DNase Set kit (Qiagen). RNA in the samples was quantified with the Qubit 2.0 fluorometer (Life Technologies, Carlsbad, USA) and RNA integrity was checked with Agilent TapeStation 4200 (Agilent Technologies).

### Library Preparation and Sequencing

rRNA depletion was performed with NEBNext rRNA Depletion Kit (Bacteria) (New England Biolabs, Ipswich, USA) for samples that received cyanobacterial inocula and QIAseq FastSelect–rRNA Plant (QIAGEN) for samples that contained moss shoots. A library was prepared with NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs) following the recommendations of the manufacturer. Briefly, enriched RNAs were fragmented according to manufacturer’s instruction, and first- and second-strand cDNA were subsequently synthesized after cDNA fragments were end-repaired and adenylated at 3′ ends. A universal adapter was ligated to cDNA fragments followed by index addition and library enrichment with limited cycle PCR.

The sequencing libraries were validated on Agilent TapeStation 4200 and quantified with Qubit 2.0 as well as by quantitative PCR (KAPA Biosystems, Wilmington, USA). The sequencing libraries were clustered on a flowcell lane. After clustering, the flowcell was loaded on a NovaSeq 6000 (Illumina, San Diego, USA) according to manufacturer’s instructions. The samples were sequenced using a 2 × 150-bp paired end configuration. Image analysis and base calling were conducted by the NovaSeq Control Software 1.8 (Illumina). Raw sequence data (.bcl files) generated were converted into fastq files and de-multiplexed using bcl2fastq 2.17 (Illumina) with one mismatch allowed for index sequence identification. Both library preparation and sequencing were performed by Genewiz (Azenta Life Sciences, Chelmsford, USA). The RNAseq data obtained in this study was deposited in the NCBI GEO database under the accession numbers GSM7688832–GSM7688843.

### Metatranscriptomic Analyses

The raw sequences were quality-trimmed and adapters were removed with Trimmomatic 0.36 [27] and a de novo assembly was performed with Trinity 2.14.0 [28] using the default parameters. Annotation and mapping were performed with the Comparative Metatranscriptomics Workflow 1.0.0 software [29] Non-coding RNA was filtered from the assembly and the trimmed reads were mapped back to the remaining contigs with BWA 0.7.17-r1188 [30]. Transcripts with expression lower than 1 were removed. The quantified contigs were mapped to the MD5nr database [31] using SWORD 1.0.4 [32] and functional hierarchies were annotated based on the eggNOG database [33].

To eliminate potential contaminants (i.e., sequences from chloroplasts, mitochondria, and those not affiliated with cyanobacteria or mosses) in the assembled contigs, Kraken 2.1.2 with the PlusPFP 9/19/2020 database [34] was used for identifying and retrieving sequences that belonged to classes Cyanobacteria and Bryopsida. Genes with less than 10 mapped reads were discarded from the dataset and the selected contigs were used for evaluating differential gene expression (DGE) between the solitary (moss or cyanobacteria) and the co-incubated samples. The DGE analysis was performed using R 4.2.2 with the package DESeq2 3.16 [35].

## Results

Trimming and quality filtering resulted in an average of 6,516,423 high-quality read pairs (79% of the sequenced read pairs) for treatments containing moss and cyanobacterial samples in their solitary states. Samples having both moss and cyanobacteria in the co-incubated state treatment had an average of 11,899,329 read pairs remaining after trimming, or 76% of the original dataset. The de novo assembly resulted in an E85N50 of 2178 bp. Alignment rates of reads to the assembled transcriptomes were above 83% in all sequenced samples.

Contact with the feather moss led to a substantial change in the gene expression of the cyanobiont UCTE CB012 when compared to when it was incubated alone (Fig. 1a). 

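Total RNA from 4 tubes per treatment was sequenced after 1 week, the treatments being UCTE CB012 alone, *H. splendens* alone and both organisms in contact. Each co-incubated library gave counts for both organisms, since the authors assigned contigs to Cyanobacteria or Bryopsida by their Kraken class, and each solitary library was used for its own organism. The authors trimmed the reads with Trimmomatic 0.36, assembled all samples de novo with Trinity, removed non-coding RNA, mapped the reads to the contigs with BWA 0.7.17-r1188 and annotated the contigs with SWORD and eggNOG. The values are read counts per eggNOG entry (COG or NOG), and genes therefore have no positions on a genome. The rRNA was depleted with a bacterial kit in tubes with cyanobacteria and with a plant kit in tubes with moss, and co-incubated samples received both. The kits therefore differ between the co-incubated and solitary libraries of each organism, and their effect cannot be told apart from that of contact. The table of UCTE CB012 lists 618 genes and that of *H. splendens* 504, of which 30 and 35 had under 10 counts over the 8 libraries compared. In both tables some eggNOG entries are listed again with identical counts under another functional category (33 entries in 73 listings for the cyanobacterium, 27 in 66 for the moss), and the gene lists in the text count each entry once, while numbers of genes and functional categories count listings, so that an entry can be counted in several categories and in their tests. For UCTE CB012, total counts ranged from 1264617 to 2137794 per solitary library (median 1642771.5) and from 727208 to 957611 per co-incubated library (median 847999.5). For *H. splendens* they ranged from 19329 to 33681 per solitary library (median 27640) and from 44754 to 90179 per co-incubated library (median 54733.5). The averages of trimmed read pairs in the paper measure the depth before mapping, and all values here rest on the counts. The WD40 repeat entry COG2319 took 44.9% of the moss counts of co-incubated replicate 1, and the unknown protein NOG275168 took 47.2% of those of co-incubated replicate 2. Co-incubated and solitary libraries were compared with TMM normalization and edgeR's quasi-likelihood test (n = 4 libraries per group) for the 588 cyanobacterial and 469 moss genes with at least 10 counts in total, at a Benjamini-Hochberg adjusted p under 0.05. Normalized counts are counts scaled to the mean effective library size of the 8 libraries, log2 fold changes are co-incubated over solitary, and counting intervals and lower bounds cover counting error only.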

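In UCTE CB012 the small heat shock protein COG0071, a chaperone, rose from 137 ± 22.5 normalized counts (SD, n = 4 libraries) in the solitary state to 2792 ± 906 (SD, n = 4) in contact with the moss. Its log2 fold change was 4.35 (standard error 0.23, adjusted p = 5.2e-07 from edgeR's quasi-likelihood test). Subunit 2 of a heme/copper-type terminal oxidase (COG1622) rose from 24.2 ± 8.26 to 476 ± 83.3 normalized counts, a log2 fold change of 4.30 (standard error 0.22, adjusted p = 5.2e-07 from the same test). The carbohydrate binding protein NOG83615 fell from 2412 ± 250.0 to 227 ± 63.4 normalized counts, and the choline dehydrogenase-related flavoprotein COG2303 fell from 56671 ± 13496 to 8186 ± 1317. After the variance-stabilizing transformation of DESeq2, the first principal component of the 500 most variable genes held 76.1% of the variance and the second 8.93%. All 4 co-incubated libraries lay on one side of the first component and all 4 solitary libraries on the other (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). Over all 588 genes tested, 74.4% of the variance lay between the group means, and the highest value for the other ways to divide the 8 libraries into groups of 4 was 26.7%. The mean distance between a solitary and a co-incubated library was 16.2 (range 14.6 to 18.6), larger than the highest distance within a group (9.62).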

A principal component analysis showed that 76% of the variance in the cyanobacterial transcriptome could be explained by the differences in gene expression between samples in the co-incubated and solitary states (Fig. 2a). 

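In *H. splendens* the ubiquitin-fold modifier-conjugating enzyme NOG318908, which attaches a ubiquitin-like protein to its targets, rose from 5.80 ± 4.68 to 25.7 ± 5.81 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 2.07. Among proteins of unknown function, NOG75316 rose by a log2 fold change of 1.83 (standard error 0.26, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test), and NOG242017 fell by a log2 fold change of −1.26 (standard error 0.18, adjusted p = 2.1e-04 from the same test). The Myb-type transcription factor entry COG5147 fell from 85.4 ± 27.6 to 37.9 ± 7.20 normalized counts. The first principal component, computed as for the cyanobacterium, held 38.6% of the variance, less than the share the paper gives for the moss, and the second 15.9%. The 4 co-incubated and the 4 solitary moss libraries lay on opposite sides of it (two-sided exact permutation test, p = 0.0286, the smallest possible). Between the group means lay 37.9% of the variance of the 469 genes tested, against at most 20.9% for the other divisions of the libraries into groups of 4. Distances between solitary and co-incubated libraries (mean 13.5, range 12.3 to 15.3) were above the highest distance within a group (12.0). They were nearer to the distances within groups than in the cyanobacterium, and libraries of moss alone lay at a mean distance of 11.4 from one another. The moss libraries are much shallower, and neither distances nor shares of variance were compared between the organisms at equal depth.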

*H. splendens* also showed significant differences in gene expression, but at a lower degree than its cyanobiont, as the differences between the co-incubated and solitary states of the host were estimated to explain 50% of the variance in the *H. splendens* transcriptomes (Figs. 1b and 2b).

**Fig. 1:**
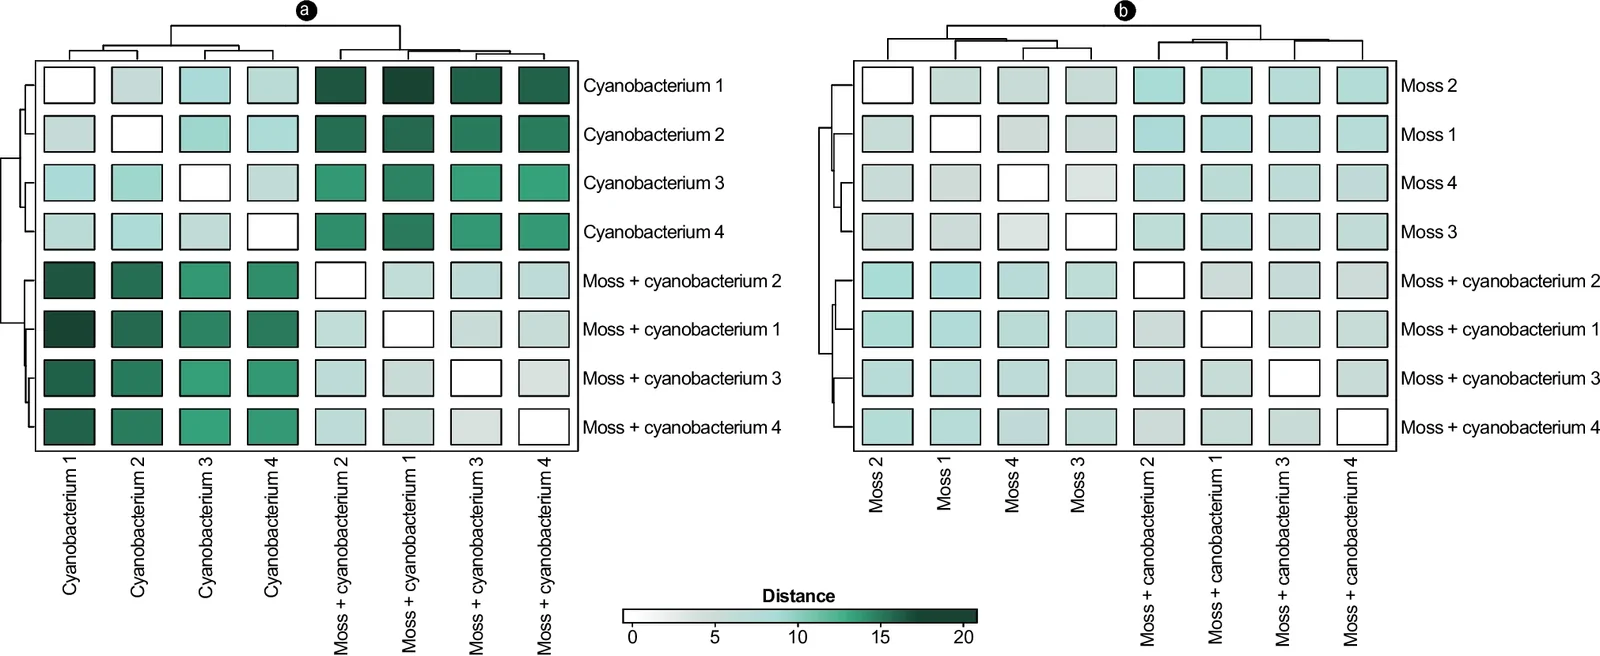
Heatmap representations of distance matrices of variance-stabilizing transformed transcriptomic data from the cyanobacterial strain UCTE CB012 (**a**) and the feather moss *H. splendens* (**b**) in the co-incubated and solitary states. Cyanobacterium: strain UCTE CB012 incubated by itself. Moss: *H. splendens* incubated by itself. Moss + cyanobacterium: co-incubation of *H. splendens* and UCTE CB012. *n* = 4

**Fig. 2:**
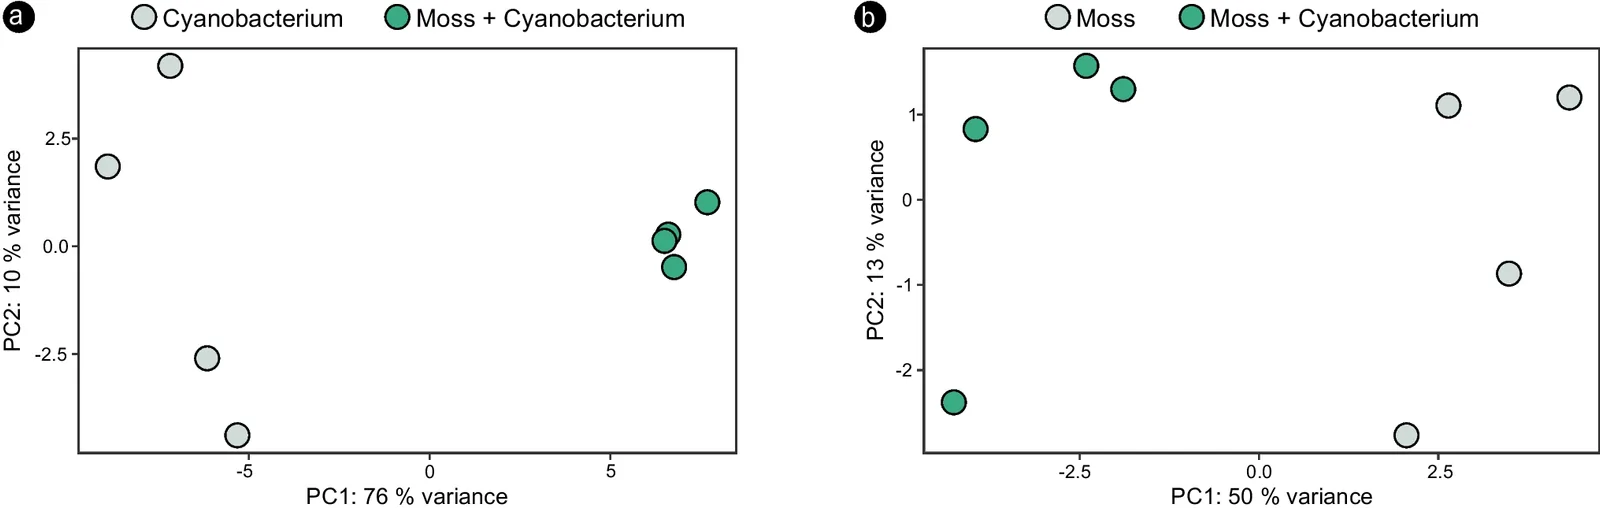
Principal component analyses comparing variance-stabilizing transformed transcriptomic datasets of the cyanobacterial strain UCTE CB012 (**a**) and the feather moss *H. splendens* (**b**) in the solitary and co-incubated states. Cyanobacterium: strain UCTE CB012 incubated by itself. Moss: *H. splendens* incubated by itself. Moss + cyanobacterium: co-incubation of *H. splendens* and UCTE CB012. *n* = 4

Gene expression in the cyanobiont was more impacted by contact with the feather moss, with 305 genes presenting significant differential expression (*p* < 0.05) in the cyanobacterial transcriptome in contrast with 54 of the host’s transcripts that were significantly affected by this interaction (Fig. 3). 

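In UCTE CB012, 291 of the 588 genes tested (49.5%) changed in contact with the moss, 160 of them higher and 131 lower, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. In *H. splendens*, 54 of 469 genes (11.5%) changed, 26 higher and 28 lower. Of the higher cyanobacterial genes, 31 (28 entries) had no count in the solitary libraries. Counting each eggNOG entry once, 273 entries changed in the cyanobacterium and 51 in the moss. All 291 cyanobacterial genes and 47 of the 54 moss genes are also in the authors' deposited lists of differentially expressed genes. When the counts of UCTE CB012 were thinned at random to 39217.5 counts per library, the median of the moss libraries, a median of 103.5 genes changed over 20 draws (85 to 120), of which 41 were higher and 60.5 lower. This total lies above all solitary and below all co-incubated moss libraries. In 2 thinnings chosen after seeing the data, each library was given the total of the moss library of its group and number (a median of 103 genes changed over 20 draws, 88 to 116) or that total without COG2319 and NOG275168 (91.5, 80 to 101). Scaling by total count alone moved the median log2 fold change by 0.13 in the cyanobacterium, with 208 genes higher and 88 lower, and by −0.45 in the moss, with 5 higher and 38 lower, and all fold changes in the text are relative to TMM. The number of moss genes higher was 17 without moss alone replicate 4 and 15 without co-incubated replicate 1, the library in which COG2319 took most counts. The paper reasons that contact affected the cyanobiont more than its host from its own numbers of genes, its principal components and its distances between libraries.

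**Figure D1:**
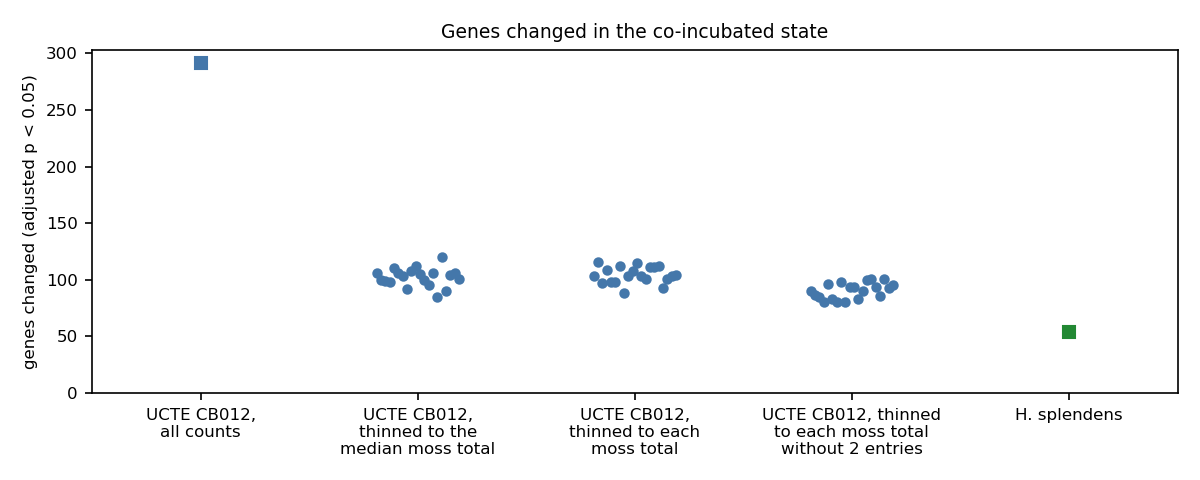
Number of genes changed between the co-incubated and solitary states (y axis, genes at an adjusted p under 0.05) for UCTE CB012 with all counts, for UCTE CB012 with its counts thinned to the median moss total, to the total of each moss library, and to that total without COG2319 and NOG275168 (20 draws each, 1 point per draw), and for *H. splendens*. The draws lie between 85 and 120, 88 and 116, and 80 and 101 genes, above the 54 of the moss and below the 291 of the cyanobacterium with all counts.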

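The nucleoside diphosphate kinase COG0105, which makes nucleoside triphosphates, had no count in the solitary libraries of UCTE CB012 and 124 in the co-incubated ones, at least 74.5-fold higher against a floor of 3 counts over the solitary group (adjusted p = 1.0e-04 from edgeR's quasi-likelihood test). Flagellin COG1344, listed as a marker of other bacteria, also rose beside it, from 1 to 65 counts (24 without co-incubated replicate 2). The predicted chitinase COG3179 went the other way, with 290 counts in the solitary libraries and 1 in the co-incubated ones, a ratio of 0.00621 (95% counting interval 0.000157 to 0.0349). Without co-incubated replicate 2, which holds that 1 count, COG3179 was at least 38.1-fold lower. Among cyanobacterial genes with over 3 counts in each group, the largest rise was that of the small heat shock protein COG0071 and the largest fall that of the riboflavin synthesis gene COG0108 (log2 fold change −4.53, standard error 1.11, adjusted p = 0.00706). Falls were also large for the uncharacterized protein NOG87006 (−4.17) and a sigma factor entry of RNA polymerase, NOG85026 (−2.90). The sugar transferase COG2148 had a log2 fold change of −0.14 (standard error 0.07, adjusted p = 0.104), and its adjusted p was 0.0313 with DESeq2. In *H. splendens* the largest rise was that of the unknown protein NOG275168, from 689 ± 545 to 11693 ± 10646 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 4.09 with an adjusted p of 2.4e-04. The largest fall in the moss was a log2 fold change of −2.74 (standard error 0.60), for NOG322620, a gene named after its values were seen. The GTPase SAR1 entry COG1100, of vesicle transport, fell by a log2 fold change of −0.55 (standard error 0.17, adjusted p = 0.0376). The fold change of COG0108 rests on solitary replicates 1 and 2: it was −3.88 without replicate 2 and −0.30 without both, a choice made after seeing the data, −2.91 with limma-voom (adjusted p = 0.0606) and −3.90 when shrunk by apeglm. That of NOG275168 was 3.22 without co-incubated replicate 2 and 3.46 with total counts, and COG1100 missed the threshold without moss alone replicates 2 and 4 or co-incubated replicates 2, 3 and 4 (adjusted p = 0.0658, 0.114, 0.0584, 0.0860 and 0.150).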

In the UCTE CB012 transcriptome, log2 fold changes (LGF) varied from − 0.158 (in a gene predicted to encode a sugar transferase) to 8.187 (nucleoside diphosphate kinase), while *H. splendens* presented LGFs varying from − 0.583 (GTPase SAR1) to 4.08 (an unknown protein).

**Fig. 3:**
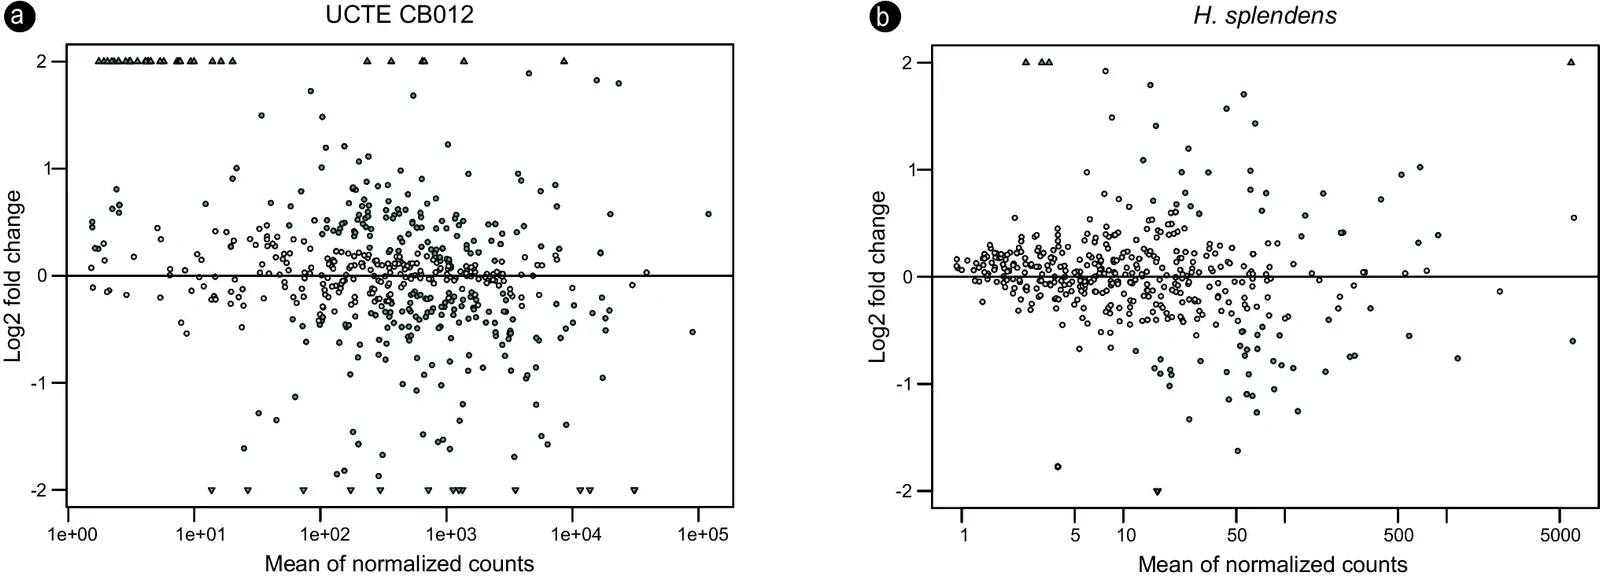
MA plots comparing the log2 fold changes in differential gene expression between the co-incubated and solitary states of the cyanobacterium UCTE CB012 (**a**) and *H. splendens* (**b**) after 1 week. Genes that were significantly up-regulated (positive values) or down-regulated (negative values) in the co-incubated states (*p* < 0.05) are highlighted in green. Triangular spots represent data that extrapolates the limits of the *y* axis. *n* = 4

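Of the 291 cyanobacterial genes that changed, 111 (38.1%) are classed as function unknown or general function prediction only, as are 235 (40.0%) of the 588 genes tested. Of those of unknown function, 38 were higher and 32 lower in contact with the moss, and of those with a general prediction 19 were higher and 22 lower, with 5 and 2 of the higher ones without a count in the solitary libraries. In *H. splendens*, 32 of the 54 genes that changed (59.3%) fall into these categories, against 254 (54.2%) of the 469 tested, with 13 higher and 14 lower among genes of unknown function. The share among changed genes was not shown to differ from that among unchanged genes in the cyanobacterium (two-sided Fisher's exact test, p = 0.400) or in the moss (p = 0.470, same test). At an adjusted p under 0.05, Fisher's exact test found 0 of 19 functional categories of UCTE CB012 and 0 of 18 of *H. splendens* to hold more or fewer changed genes than the others, and the same numbers came from the calls of DESeq2. At an unadjusted p under 0.05 the numbers were 1 and 0, the 1 being defense mechanisms of the cyanobacterium, with 5 genes higher and 4 lower of 11 (Fisher's exact test, p = 0.0352).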

Most of the genes that had significant differential expression under co-incubation in both the cyanobacterium and the feather moss transcriptomes are currently classified under unknown functional categories or have general function prediction only (Fig. 4a). Nevertheless, UCTE CB012 also had a large number of genes knowingly related to amino acid transport and metabolism being differentially expressed during its physical contact with its host (Fig. 4a). These changes were reflected in acetylene reduction assays, as colonies of UCTE CB012 incubated under the same conditions indeed increased their N_2_ fixation rates after a week of contact with *H. splendens* shoots, presenting an average value that was approximately 3 times the activity of the colonies that were incubated alone (*F*_1,6_ = 14.39, *p* = 0.01) (Fig. 4b).

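Of the 41 genes of amino acid transport and metabolism tested in UCTE CB012, 16 were higher and 6 lower in contact with the moss, and 19 did not pass edgeR's quasi-likelihood test. Of the 16, 4 had no count in the solitary libraries. Among the 16, 4-aminobutyrate aminotransferase COG0160, which transfers amino groups to form glutamate, rose from 281 ± 57.8 to 422 ± 17.4 normalized counts (SD, n = 4 libraries per group). Gamma-glutamyltransferase COG0405, an enzyme of glutathione turnover, rose from 170.5 ± 24.2 to 322 ± 21.6 (log2 fold change 0.92, standard error 0.12, adjusted p = 1.6e-04). The share of changed genes in this category, 53.7%, was not shown to differ from that of the other categories together (two-sided Fisher's exact test, p = 0.629, adjusted p = 0.932).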

**Fig. 4:**
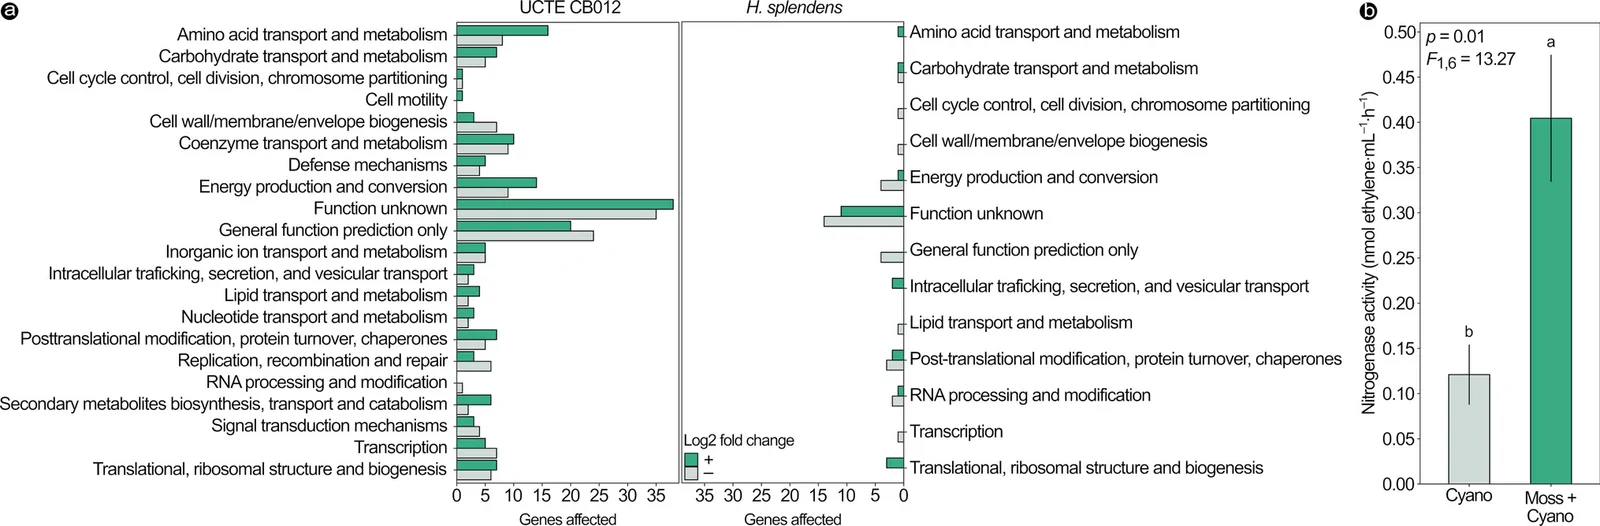
Changes in gene expression and N_2_ fixation activity in the symbiosis between the cyanobacterium UCTE CB012 and the feather moss *H. splendens*. **a** Number of genes in functional categories from the Cluster of Orthologous Genes database that presented significant positive or negative differential expression under co-culture between the cyanobiont UCTE CB012 and *H. splendens*. **b** Increased N_2_ fixation activity in colonies of the strain UCTE CB012 in co-incubation with shoots of *H. splendens* as revealed by acetylene reduction assays. Bars represent average values and lines indicate standard errors, while letters above bars in b represent significant differences observed with the Tukey test (*p* < 0.05). Cyano: strain UCTE CB012 incubated by itself. Moss + cyano: co-incubation of *H. splendens* and UCTE CB012. *n* = 4

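Among 3 genes of nitrogen fixation and of the nitrogen store cyanophycin, 2 were higher in contact with the moss, none was lower and 1 did not pass the test (2 higher when adjusted over the list alone). Cyanophycinase COG4242, which breaks down cyanophycin, rose from 158 ± 24.4 to 353 ± 53.2 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 1.16 (standard error 0.15, adjusted p = 1.2e-04 from edgeR's quasi-likelihood test). NifH COG1348, the iron protein of nitrogenase, rose from 93.4 ± 14.8 to 126 ± 8.60 (log2 fold change 0.43, standard error 0.15, adjusted p = 0.0357). The molybdenum-iron protein of nitrogenase COG2710 had a log2 fold change of 0.09 (standard error 0.09, adjusted p = 0.452). Of 14 genes of amino acid synthesis outside the list of methionine and cysteine, 8 were higher, 1 was lower and 5 did not pass (8 higher and 2 lower when adjusted over the list alone). DAHP synthase COG2876, which starts the synthesis of aromatic amino acids, rose from 7065 ± 2338 to 25981 ± 2281 normalized counts, a log2 fold change of 1.88 (standard error 0.21, adjusted p = 7.7e-05). EPSP synthase COG0128, of the same pathway, rose by a log2 fold change of 0.66, acetylglutamate kinase COG0548 of arginine synthesis by 0.70, and COG0131 and COG0079 of histidine synthesis by 0.64 and 0.47. The genes COG0136, COG0129 and COG0069 had no count in the solitary libraries and were at least 12.0-, 9.01- and 21.6-fold higher in contact (against 3 counts over the group). These bounds fell to 5.91 for COG0136 without co-incubated replicate 2, 4.88 for COG0129 without co-incubated replicate 1 and 13.5 for COG0069 without co-incubated replicate 2, and the first 2 genes then had under 10 counts and were not tested. COG0069, a glutamate synthase, was the 1 gene of 1 in the list of ammonium, nitrate and glutamate assimilation, which was also higher when adjusted over the list alone, and the entry is in the moss table as well. Ketol-acid reductoisomerase COG0059 had 2 solitary and 105 co-incubated counts, a ratio of 94.6 (95% counting interval 25.5 to 791), which was 59.6 without co-incubated replicate 4 and at least 42.5 without solitary replicate 3. Flagellin COG1344, listed as a marker of other bacteria, had 1 and 65 counts (24 of the latter without co-incubated replicate 2). The paper's Table 1 chose several of these genes on the same samples, which therefore give no independent evidence of direction. Without solitary replicates 1, 3 and 4 or co-incubated replicates 1 to 4 in turn, NifH missed the threshold (adjusted p = 0.0637, 0.0790, 0.0520, 0.0555, 0.0656, 0.0502 and 0.111). COG0129 missed it without solitary replicates 1, 3 and 4 or co-incubated replicate 4 (adjusted p = 0.0557, 0.0623, 0.0528 and 0.0953), and COG0059 with limma-voom (0.121).

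**Figure D2:**
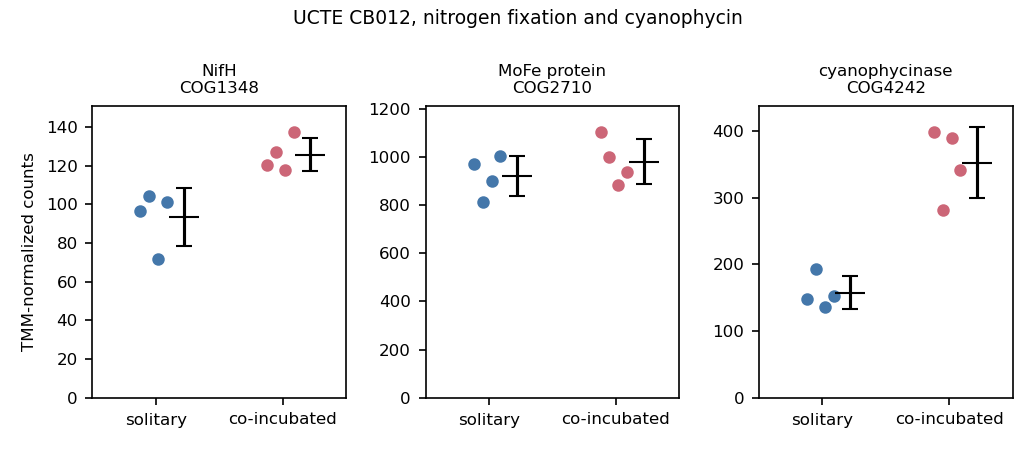
Normalized counts (y axis) of NifH, the molybdenum-iron protein of nitrogenase and cyanophycinase in the solitary and co-incubated libraries of UCTE CB012, with 1 point per library and bars for the mean ± SD (n = 4 per group). All co-incubated libraries lie above all solitary libraries for NifH and cyanophycinase, and the groups overlap for the molybdenum-iron protein.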

In the UCTE CB012 transcriptome, genes encoding proteins involved with N_2_ fixation (including cyanophycinase and the nitrogenase subunit NifH) and the biosynthesis of various amino acids were indeed up-regulated in the co-incubated state (Table 1; Supporting Information Table S1). Nevertheless, the degradation of selenocysteine and threonine was up-regulated, while genes involved with the biosynthesis of other amino acids (methionine, cysteine, threonine, leucine) were down-regulated in the cyanobiont. 

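Threonine dehydratase COG1171, which deaminates threonine to 2-oxobutanoate, rose from 145 ± 8.53 to 259 ± 20.2 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 0.84 (standard error 0.10, adjusted p = 1.2e-04 from edgeR's quasi-likelihood test). Threonine dehydrogenase COG1063 rose by a log2 fold change of 0.48 (standard error 0.09, adjusted p = 0.00115) and selenocysteine lyase COG0520 by 0.48 (standard error 0.13, adjusted p = 0.0135). Of 5 genes listed for methionine and cysteine synthesis, none was higher, 1 was lower and 4 did not pass the test (1 lower when adjusted over the list alone). Aspartate-semialdehyde dehydrogenase COG0136, which Table 1 assigns to methionine and 3 other amino acids, is outside this list. It was higher, without a count in the solitary libraries. The gene that fell was phosphoglycerate dehydrogenase COG0111 (log2 fold change −1.62, standard error 0.25, adjusted p = 5.1e-04), which starts the synthesis of serine, the precursor of cysteine. Cysteine synthase COG0031 had a log2 fold change of −0.20 (adjusted p = 0.207), serine acetyltransferase COG1045 −0.03 (adjusted p = 0.792), cystathionine beta-lyase COG4100 0.12 (adjusted p = 0.439) and methionine synthase COG1410 −0.21 (adjusted p = 0.0728). Threonine synthase COG0498 fell by a log2 fold change of −0.43 (standard error 0.09, adjusted p = 0.00392), whereas isopropylmalate dehydrogenase COG0473, of leucine synthesis, had a value of −0.20 (standard error 0.08, adjusted p = 0.0653). Both genes of the list that Table 1 names were chosen on these samples, so that the list is not independent evidence. COG1410 passed the threshold with DESeq2 (adjusted p = 0.0417) and without solitary replicate 1 (0.0156). COG0473 passed it with DESeq2 (0.0418), with RLE size factors (0.0422), with at least 10 counts asked of each group (0.0494), and without solitary replicate 4 (0.0488) or co-incubated replicate 1 (0.0322).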

ABC transporters involved with sulfur uptake were also down-regulated in the cyanobiont transcriptome (Table 1). 

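Of 5 genes of sulfate uptake and assimilation, 1 was higher in contact with the moss, 3 were lower and 1 did not pass the test (1 higher and 3 lower when adjusted over the list alone). The periplasmic sulfate-binding component COG1613 of the sulfate transporter fell from 301 ± 177 to 66.8 ± 2.27 normalized counts (SD, n = 4 libraries per group), a log2 fold change of −2.16 (standard error 0.36, adjusted p = 7.7e-04 from edgeR's quasi-likelihood test). The permease COG4208 of the transporter fell by a log2 fold change of −0.28 (standard error 0.07, adjusted p = 0.0114). The alpha subunit of sulfite reductase COG0369, a flavoprotein that carries electrons for the reduction of sulfite, fell by 0.42 on the log2 scale (standard error 0.07, adjusted p = 0.00111), and its beta subunit COG0155 had a log2 fold change of 0.14 (adjusted p = 0.179). ATP sulfurylase COG2046, which activates sulfate, had no count in the solitary libraries and 88 in the co-incubated ones, at least 52.8-fold higher against 3 counts over the group (adjusted p = 9.0e-04). The 3 genes that fell are in Table 1 and were chosen on these samples, and flagellin, listed as a marker of other bacteria, also rose beside COG2046. With total counts as the only scaling, COG4208 missed the threshold (adjusted p = 0.190) and COG0155 was higher (0.0265). Without solitary replicates 1 and 2, a choice made after seeing the data, the log2 fold change of COG1613 was −1.55.

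**Figure D3:**
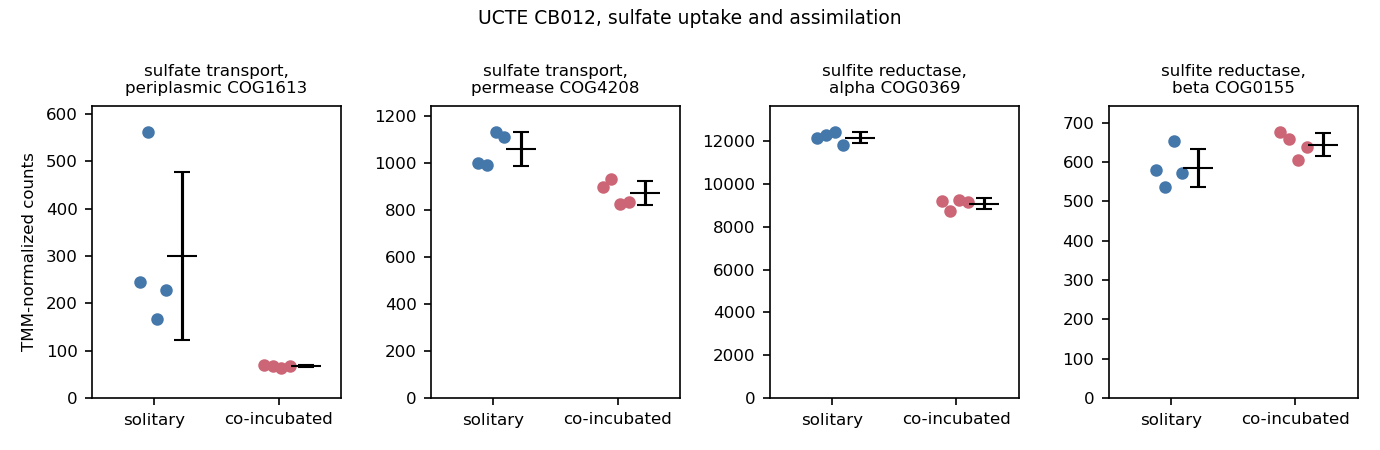
Normalized counts (y axis) of the periplasmic component and the permease of the sulfate transporter and of the alpha and beta subunits of sulfite reductase in the solitary and co-incubated libraries of UCTE CB012, with 1 point per library and bars for the mean ± SD (n = 4 per group). All co-incubated libraries lie below all solitary libraries for COG1613, COG4208 and COG0369, and the groups overlap for COG0155.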

Two copies of genes encoding the electron carrier ferredoxin were up-regulated, while one copy was down-regulated (Table 1). 

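Of 6 genes of ferredoxins and enzymes that use them, 4 were higher in contact with the moss, 1 was lower and 1 did not pass the test (4 higher and 1 lower when adjusted over the list alone). The ferredoxin COG1145, an iron-sulfur electron carrier, rose from 5431 ± 909 to 10067 ± 1651 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 0.89 (standard error 0.15, adjusted p = 6.5e-04 from edgeR's quasi-likelihood test). The ferredoxin COG0633 had no count in the solitary libraries and 99 in the co-incubated ones, at least 59.4-fold higher against 3 counts over the group (adjusted p = 5.6e-05), and flagellin, listed as a marker of other bacteria, also rose beside it, from 1 to 65 counts (24 without co-incubated replicate 2). The ferredoxin COG1146 fell from 69.8 ± 37.5 to 24.7 ± 5.20, a log2 fold change of −1.50 (standard error 0.38, adjusted p = 0.00804). The other 2 members that rose are phycocyanobilin:ferredoxin oxidoreductase NOG27460, which makes the pigment of phycobilisomes (log2 fold change 0.87, adjusted p = 5.1e-04), and the photosystem I core proteins PsaA and PsaB. Pyruvate:ferredoxin oxidoreductase COG0674 had a log2 fold change of −0.15 (adjusted p = 0.197). Table 1 chose 4 of the 6 on these samples, so that the list is not independent evidence of direction. Without solitary replicates 1 and 2, left out after seeing the data, COG1146 had a log2 fold change of −0.88 (adjusted p = 0.0441).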

Most genes related exclusively to photosynthesis did not present significant differential expression in the cyanobacterium in its co-incubated state. 

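Of 6 genes of photosystems I and II tested in UCTE CB012, 2 were higher in contact with the moss, none was lower and 4 did not pass edgeR's quasi-likelihood test (2 higher when adjusted over the list alone). Of 2 phycobilisome genes, which encode parts of the light-harvesting antenna, 1 was higher and 1 did not pass (1 higher when adjusted over the list alone). The one that rose, NOG43668, went from 9526 ± 6859 to 39938 ± 8836 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 2.07 (standard error 0.40, adjusted p = 0.00173), and the other, NOG41488, had a log2 fold change of −0.35 (adjusted p = 0.522). The 1 gene tested for carbon fixation and carboxysomes, the carbonic anhydrase and acetyltransferase entry COG0663, fell by a log2 fold change of −0.59 (standard error 0.15, adjusted p = 0.00726, lower when adjusted over the list alone). Values for the photosystem genes that did not pass were −0.10 for the photosystem II protein NOG05024 (adjusted p = 0.423), 0.14 for NOG14297 (adjusted p = 0.526) and 0.11 for the photosystem I assembly protein Ycf3 NOG322293 (adjusted p = 0.230). Ycf3 was higher when total counts were the only scaling (adjusted p = 0.0167). The log2 fold change of NOG43668 was 2.72 without solitary replicate 2.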

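The photosystem I core proteins PsaA and PsaB (NOG05023), which bind the reaction center chlorophyll P700, rose from 100440.3 ± 21321 to 154240.0 ± 21174 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 0.62 (standard error 0.15, adjusted p = 0.00609 from edgeR's quasi-likelihood test). The photosystem I subunit PsaK NOG324947 rose from 3242 ± 550.0 to 4416 ± 727 (log2 fold change 0.45, standard error 0.15, adjusted p = 0.0310). The D2 protein of the photosystem II reaction center NOG05026 had 19296 ± 922 normalized counts in the solitary and 16929 ± 1107 in the co-incubated state, a log2 fold change of −0.19 (standard error 0.08, adjusted p = 0.0854). PsaK missed the threshold without solitary replicates 1, 3 and 4 (adjusted p = 0.0567, 0.0572 and 0.0885) and without co-incubated replicates 1, 3 and 4 (0.0893, 0.0617 and 0.101). D2 passed it with DESeq2 (adjusted p = 0.00519) and without co-incubated replicate 2 (0.0498).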

The exceptions were genes encoding PsaA and PsaB bind P700, which were significantly up-regulated (LGF 0.601, *p* < 0.001), and the photosystem II D2 protein M, which was down-regulated (LGF − 0.207, *p* = 0.005) (Table 1; Supporting Information Table S1).

**Table 1:** Differential expression of genes involved with nutrient metabolism in the cyanobacterial strain UCTE CB012 after a week of co-incubation with the feather moss *H. splendens*

Gene code		Log2 fold change	*p*	Metabolism	Function	Possible role in symbiosis
Up-regulated	COG2876	1.862	< 0.001	Amino acid transport and metabolism	3-Deoxy-D-arabino-heptulosonate 7-phosphate synthase	Biosynthesis of tryptophan|phenylalanine|tyrosine
	COG0160	0.572	0.001	Amino acid transport and metabolism	4-aminobutyrate aminotransferase and related aminotransferases	Biosynthesis of glutamate
	COG0128	0.643	< 0.001	Amino acid transport and metabolism	5-Enolpyruvylshikimate-3-phosphate synthase	Biosynthesis of tryptophan|phenylalanine|tyrosine
	COG0548	0.684	< 0.001	Amino acid transport and metabolism	Acetylglutamate kinase	Biosynthesis of arginine
	COG0136	5.497	< 0.001	Amino acid transport and metabolism	Aspartate-semialdehyde dehydrogenase	Biosynthesis of lysine|methionine|leucine|isoleucine
	COG0129_1	5.193	0.009	Amino acid transport and metabolism	Dihydroxy acid dehydratase/phosphogluconate dehydratase	Biosynthesis of valine|leucine|isoleucine
	COG0405	0.901	< 0.001	Amino acid transport and metabolism	Gamma-glutamyltransferase	Biosynthesis of glutamate
	COG0069	6.373	< 0.001	Amino acid transport and metabolism	Glutamate synthase domain 2	Biosynthesis of glutamate
	COG0079	0.453	< 0.001	Amino acid transport and metabolism	Histidinol-phosphate/aromatic aminotransferase and cobyric acid decarboxylase	Biosynthesis of histidine
	COG0131	0.626	< 0.001	Amino acid transport and metabolism	Imidazoleglycerol-phosphate dehydratase	Biosynthesis of histidine
	COG0059_1	6.815	0.007	Amino acid transport and metabolism	Ketol-acid reductoisomerase	Biosynthesis of valine|leucine|isoleucine
	COG0520	0.459	0.007	Amino acid transport and metabolism	Selenocysteine lyase	Degradation of selenocysteine
	COG1171	0.820	< 0.001	Amino acid transport and metabolism	Threonine dehydratase	Degradation of threonine
	COG1063_1	0.459	< 0.001	Amino acid transport and metabolism	Threonine dehydrogenase and related Zn-dependent dehydrogenases	Degradation of threonine
	COG0633	7.877	< 0.001	Energy production and conversion	Ferredoxin	Photosynthesis/nitrogen fixation
	COG1145	0.872	< 0.001	Energy production and conversion	Ferredoxin	Photosynthesis/nitrogen fixation
	COG1146	− 1.512	< 0.001	Energy production and conversion	Ferredoxin	Photosynthesis/nitrogen fixation
	NOG05023	0.601	< 0.001	Energy production and conversion	PsaA and PsaB bind P700	Photosynthesis
	NOG05026	− 0.207	0.005	Energy production and conversion	Photosystem II D2 protein	Photosynthesis
	COG4242_1	1.144	< 0.001	Inorganic ion transport and metabolism	Cyanophycinase and related exopeptidases	Nitrogen fixation
	COG1348	0.418	0.040	Inorganic ion transport and metabolism	Nitrogenase subunit NifH	Nitrogen fixation
Down-regulated	COG1410	− 0.232	0.042	Amino acid transport and metabolism	Methionine synthase I, cobalamin-binding domain	Biosynthesis of methionine
	COG0111_2	− 1.642	< 0.001	Amino acid transport and metabolism	Phosphoglycerate dehydrogenase and related dehydrogenases	Biosynthesis of cysteine
	COG0498	− 0.446	< 0.001	Amino acid transport and metabolism	Threonine synthase	Biosynthesis of threonine
	COG0473_2	− 0.224	0.042	Energy production and conversion	Isocitrate/isopropylmalate dehydrogenase	Biosynthesis of leucine
	COG1613	− 2.184	< 0.001	Inorganic ion transport and metabolism	ABC-type sulfate transport system, periplasmic component	Sulfate uptake
	COG4208	− 0.296	0.002	Inorganic ion transport and metabolism	ABC-type sulfate transport system, permease component	Sulfate uptake
	COG0369	− 0.440	< 0.001	Inorganic ion transport and metabolism	Sulfite reductase, alpha subunit	Sulfur uptake

Only genes that had log2 fold changes with *p* < 0.05 are shown

A lower number of transcripts in the feather moss transcriptome was affected when co-incubated with the cyanobiont. This included a lower number of transcripts related to amino acid and sugar metabolism, with the up-regulation of a few genes related to synthesis of ATP and cellulose degradation, as well as the photosystem II reaction center protein M and an aminotransferase (Supporting Information Table S2, Supplementary Table 2). On the other hand, this transcriptome also presented the down-regulation of some genes encoding lipid and sugar metabolism, together with genes involved with glycolysis and electron transfer (Table 2; Supporting Information Table S2).

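Of 15 genes of amino acid transport and metabolism tested in *H. splendens*, 1 was higher in contact with the cyanobacterium, none was lower and 14 did not pass edgeR's quasi-likelihood test. Of 15 genes of carbohydrate transport and metabolism, 1 was higher, 1 was lower and 13 did not pass. The corresponding numbers were 1 higher and 2 lower of 18 genes of energy production and conversion, and 4 higher and none lower of 24 genes of translation. The difference from the cyanobacterium in each category was not tested.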

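Of 3 genes of ATP synthases and proton-pumping ATPases in *H. splendens*, 1 was higher in contact with the cyanobacterium, none was lower and 2 did not pass the test (1 higher when adjusted over the list alone). The gene that rose was subunit c of the F0F1-type ATP synthase COG0636, part of the rotor in the membrane, which went from 474 ± 19.6 to 999.8 ± 98.4 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 1.08 (standard error 0.17, adjusted p = 2.8e-04 from edgeR's quasi-likelihood test). Photosystem II reaction center protein M NOG315236 rose from 41.6 ± 2.03 to 89.5 ± 10.9 (adjusted p = 0.00124). The aminotransferase COG0436 rose by a log2 fold change of 0.65 (standard error 0.18, adjusted p = 0.0187). Of 5 genes of cell wall and polysaccharides, 1 was higher, 1 was lower and 3 did not pass (1 higher and 1 lower when adjusted over the list alone). The beta-glucosidase-related glycosidase COG1472, of a family that releases glucose from cellulose fragments, rose by a log2 fold change of 1.02 (standard error 0.30, adjusted p = 0.0300), and the glycosyltransferase COG0438 was lower. These genes are in Table 2 and were chosen on the same samples, so that the lists are not independent evidence. With total counts as the only scaling, all 4 genes that rose missed the threshold (adjusted p = 0.243 for COG0636, 0.271 for NOG315236, 0.702 for COG0436 and 0.413 for COG1472). COG0436 also missed it without moss alone replicates 2 and 4 or co-incubated replicate 3 (adjusted p = 0.0552, 0.0514 and 0.0747), and COG1472 without moss alone replicates 1 and 4 or co-incubated replicates 1, 3 and 4 (0.0645, 0.0986, 0.111, 0.0880 and 0.0671).

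**Figure D4:**
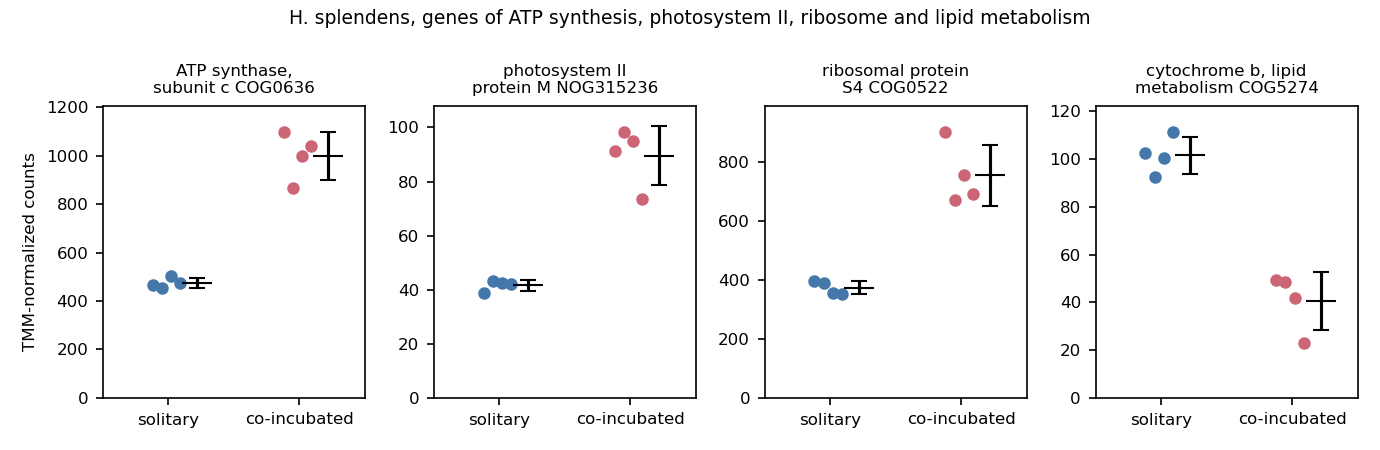
Normalized counts (y axis) of ATP synthase subunit c, photosystem II protein M, ribosomal protein S4 and the lipid-related cytochrome b COG5274 in the solitary and co-incubated libraries of *H. splendens*, with 1 point per library and bars for the mean ± SD (n = 4 per group). Under TMM scaling all co-incubated libraries lie above all solitary libraries for the first 3 genes, which do not pass the test with total counts only, and below them for COG5274.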

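Of 12 genes of lipid metabolism in *H. splendens*, none was higher in contact with the cyanobacterium, 2 were lower and 10 did not pass the test (3 lower when adjusted over the list alone). The cytochrome b entry COG5274, related to lipid metabolism, fell from 102 ± 7.69 to 40.7 ± 12.1 normalized counts (SD, n = 4 libraries per group), a log2 fold change of −1.32 (standard error 0.23, adjusted p = 8.1e-04 from edgeR's quasi-likelihood test). Inorganic pyrophosphatase COG0221, which hydrolyses the pyrophosphate released by synthetic reactions, fell from 29.4 ± 3.88 to 11.3 ± 9.98 (adjusted p = 0.0376). Of 10 genes of glycolysis and sugar metabolism, none was higher, 1 was lower and 9 did not pass (1 lower when adjusted over the list alone), the lower one being phosphoglyceromutase COG0696 of glycolysis (log2 fold change −0.85, standard error 0.23, adjusted p = 0.0187). The glycosyltransferase COG0438 fell by 0.76 on the log2 scale (standard error 0.23, adjusted p = 0.0376). Cytochrome b of the bc complex COG1290 had a log2 fold change of −0.59 (standard error 0.21, adjusted p = 0.0700) and the Rieske protein COG0723 of the same complex −0.58 (standard error 0.19, adjusted p = 0.0508). The lists hold genes of Table 2, chosen on these samples, and are not independent evidence. COG0696 missed the threshold without moss alone replicate 1 (adjusted p = 0.0673), and COG0438 with limma-voom (0.0632) and without moss alone replicates 1 and 4 or co-incubated replicates 1, 2 and 3 (0.114, 0.114, 0.0972, 0.0562 and 0.0799). COG0221 missed it with filterByExpr (0.0547), with the listings of an entry summed (0.0559) and without moss alone replicates 2, 3 and 4 or co-incubated replicates 1, 3 and 4 (0.0676, 0.0778, 0.109, 0.133, 0.0950 and 0.112). Its log2 fold change was −2.21 without co-incubated replicate 2. COG1290 passed with DESeq2 (adjusted p = 2.7e-05), limma-voom (0.00186), RLE size factors (0.0391), filterByExpr (0.0390) and without co-incubated replicate 1 (0.0268). COG0723 passed with the same tools and filter (0.0136, 0.0439, 0.0402 and 0.0223), with total counts (0.0432), with at least 10 counts in each group (0.0338) and without moss alone replicate 3 (0.0494) or co-incubated replicate 2 (0.0488).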

**Table 2:** Differential expression of genes involved with nutrient metabolism in the feather moss *H. splendens* after a week of co-incubation with the cyanobacterial strain UCTE CB012

Gene code		Log2 fold change	*p*	Metabolism	Function	Possible role in symbiosis
Up-regulated	COG0436	0.623	0.003	Amino acid transport and metabolism	Aspartate/tyrosine/aromatic aminotransferase	Metabolism of methionine|tyrosine|phenylalanine|tryptophan|novobiocin|alkaloids
	COG1472	0.991	0.032	Carbohydrate transport and metabolism	Beta-glucosidase-related glycosidases	Cellulose degradation
	COG0636	1.042	< 0.001	Energy production and conversion	F0F1-type ATP synthase, subunit c/archaeal/vacuolar-type H^+^-ATPase, subunit K	Synthesis of ATP
	NOG315236	1.073	< 0.001	Function unknown	Photosystem II reaction center protein M	Photosynthesis
Down-regulated	COG0696	− 0.884	0.003	Carbohydrate transport and metabolism	Phosphoglyceromutase	Glycolysis
	COG0438	− 0.794	0.014	Cell wall/membrane/envelope biogenesis	Glycosyltransferase	Synthesis of oligosaccharides and polysaccharides
	COG0221	− 1.403	0.014	Energy production and conversion	Inorganic pyrophosphatase	Metabolism of lipids
	COG5274_1	− 1.352	< 0.001	Energy production and conversion	Cytochrome b involved in lipid metabolism	Metabolism of lipids
	COG1290	− 0.629	< 0.001	Energy production and conversion	Cytochrome b subunit of the bc complex	Electron transfer
	COG0723	− 0.615	0.014	Energy production and conversion	Rieske Fe-S protein	Electron transfer

Only genes that had log2 fold changes with *p* < 0.05 are shown

## Discussion

We have observed that, after 1 week, gene expression in a cyanobacterium is deeply affected by contact with its host, the feather moss *H. splendens* (Figs. 1, 2, and 3a), especially in regards to energy production and conversion and amino acid metabolism (Fig. 4a). 

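Of 34 genes of energy production and conversion tested in UCTE CB012, 14 were higher in contact with the moss, 7 were lower and 13 did not pass edgeR's quasi-likelihood test, and 2 of the 14 had no count in the solitary libraries. The alpha subunit of the F0F1-type ATP synthase COG0056, the 1 gene of 1 tested in the list of ATP synthase, rose from 532 ± 104 to 801 ± 109 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 0.59 (standard error 0.14, adjusted p = 0.00650, also higher when adjusted over the list alone). The share of changed genes in this category was 61.8% and was not shown to differ from that of the other categories (two-sided Fisher's exact test, p = 0.159, adjusted p = 0.711).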

Vascular plants were previously shown to influence cyanobacterial transcriptomes, which present significant differences throughout the life cycles of their hosts [36]. However, little information is currently available for how cyanobacterial symbioses with bryophytes, characterized by very distinct developmental stages compared to vascular plants, are affected on a molecular level. This work thus suggests that cyanobacterial transcriptomes are also significantly influenced by contact with *H. splendens* gametophytes.

In contrast with the large number of genes that were differentially expressed in the cyanobacterial transcriptome, the results showed that this association has a much lower impact on the gene expression of *H. splendens* (Figs. 1, 2, and 3b). The expression of genes involved in defense and stress responses is often triggered in vascular plants following their contact with bacteria, cyanobacteria included [37]. Significant changes in the expression of these genes were not observed in this work, though (Supplementary Table 2). This also contrasts with a previous study that observed the down-regulation of host defense genes in the cyanobacteria–peat moss symbiosis triggered by physical contact [16]. 

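Of 11 genes of defence and stress listed for *H. splendens*, 1 was higher in contact with the cyanobacterium, 1 was lower and 9 did not pass the test (1 higher and 1 lower when adjusted over the list alone). The ATPase with chaperone activity COG0542, of the Clp/Hsp100 type that resolves protein aggregates, rose from 7.68 ± 1.95 to 20.9 ± 3.71 normalized counts (SD, n = 4 libraries per group), a log2 fold change of 1.44 (standard error 0.39, adjusted p = 0.0187 from edgeR's quasi-likelihood test). The zinc-dependent protease with chaperone function COG0501 fell from 92.4 ± 8.59 to 41.5 ± 8.41 (log2 fold change −1.16, standard error 0.21, adjusted p = 0.00119). The chaperonin GroEL COG0459 had a log2 fold change of 0.20 (adjusted p = 0.594), the oxidative stress protein NOG250420 0.38 (adjusted p = 0.514) and a leucine-rich repeat protein COG4886, a type found in plant immune receptors, −0.05 (adjusted p = 0.959). COG0542 missed the threshold with total counts as the only scaling (adjusted p = 0.264) and without moss alone replicate 2 (0.0524) or co-incubated replicate 1 (0.0862). At 40 counts over the solitary and 60 over the co-incubated libraries, only large differences of COG4886 were detectable.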

The disparities between our work and previous works could be related to differences in some factors, including (a) hosts (*H. splendens* vs. *S. angustifolium*); (b) habitats (epiphytic on *Hylocomium* leaf surfaces vs. potentially endophytic inside *Sphagnum* hyalocytes); (c) co-incubation times (1 week vs. 3 to 4 weeks); or (d) cyanobiont (a *Nostoc*-like strain isolated from feather moss vs. a previously isolated strain from an undisclosed environment). On the other hand, ATP synthesis and cellulose degradation were up-regulated in *H. splendens* when co-incubated with the cyanobacterium (Table 2), suggesting modifications in the cell wall structure or cell expansion in the host.

It is worth highlighting, however, the significant number of genes with unknown functions that were differentially expressed by the host (Fig. 4a). Partially supporting our first hypothesis, N_2_ fixation was indeed up-regulated in the cyanobiont when in contact with its host (Table 1; Fig. 4b), which was likely a reaction to unknown bioactive metabolites released by *H. splendens* leading to an increase in cyanobacterial N_2_ fixation rates [19]. It is therefore possible that feather moss genes with currently uncharacterized functions have a role in influencing cyanobacterial activity in this interaction. Since little is known about the molecular and chemical ecology of moss–cyanobacteria symbioses, other uncharacterized genes are also likely to participate in these interactions to some unknown extent. Nevertheless, differential expression in genes related to cell differentiation in the co-incubated cyanobacterial genome was not observed, suggesting that any potential morphophysiological changes responsible for the increase in N_2_ fixation rates likely happened before the 1-week time point. On the other hand, we did not observe an up-regulation of N uptake in *H. splendens* under the co-incubated state, partially contradicting our first hypothesis. This may either suggest that the feather moss does not actually need N at this point of the symbiosis or that it requires no additional effort to take up N from its symbionts and the host can rely on constitutive mechanisms.

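Of 3 genes listed for heterocysts and cell differentiation in UCTE CB012, none was higher or lower by edgeR's quasi-likelihood test, also when adjusted over the list alone. At an unadjusted p under 0.05 the number was 1, and it was 1 with DESeq2 and 0 with limma-voom. The gene is COG5018, annotated as an inhibitor of a sporulation pathway, with 127 ± 24.3 normalized counts in the solitary and 187 ± 62.6 in the co-incubated state (SD, n = 4 libraries per group), a log2 fold change of 0.57 (standard error 0.23, adjusted p = 0.0593). The receiver-domain entry COG0784, a family that includes the heterocyst pattern regulator PatA, had a log2 fold change of −0.11 (adjusted p = 0.276), and COG0664, the family of the nitrogen regulator NtcA, 0.14 (adjusted p = 0.146). COG5018 passed the threshold with DESeq2 (adjusted p = 0.0493), with total counts as the only scaling (0.0215) and without co-incubated replicate 1 (0.0494), and COG0664 with total counts only (0.0126).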

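Of 5 genes of nitrogen uptake and assimilation listed for *H. splendens*, none was higher or lower in contact with the cyanobacterium by edgeR's quasi-likelihood test, also when adjusted over the list alone. The number was 0 as well at an unadjusted p under 0.05, with DESeq2 and with limma-voom. Glutamine synthetase COG0174, which fixes ammonium into glutamine, had 59.1 ± 21.3 normalized counts in the solitary and 57.7 ± 13.7 in the co-incubated state (SD, n = 4 libraries per group), a log2 fold change of −0.04 (standard error 0.26, adjusted p = 0.928). The log2 fold change was −0.09 (standard error 0.36) for glutamate synthase COG0069, −0.33 (standard error 0.21) for the amino acid permease COG0814 and 0.80 (standard error 0.92) for the ammonia permease COG0004. The ammonia permease had 9 counts over the 4 solitary libraries and 24 over the co-incubated ones, too few to detect any but a large difference, and its log2 fold change ranged from 0.40 to 1.98 with 1 library left out in turn.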

We found no transcriptomic evidence for a flow of S from the feather moss to the cyanobiont, refuting our second hypothesis. 

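Of 4 genes listed for sulfur uptake and assimilation in *H. splendens*, none was higher or lower in contact with the cyanobacterium by edgeR's quasi-likelihood test, also when adjusted over the list alone. The number was 0 at an unadjusted p under 0.05 as well, and with DESeq2 and limma-voom. None of the 4 takes up sulfate: they are peptide methionine sulfoxide reductase COG0225 (log2 fold change −1.60, standard error 0.98, adjusted p = 0.299), methionine aminopeptidase COG0024 (−0.17, standard error 1.22) and the S-adenosylmethionine-dependent methyltransferases COG0220 (−0.22, standard error 0.77) and COG0357. COG0357 had 2 counts over the solitary libraries, all in moss alone replicate 1, and 14 over the co-incubated ones, a ratio of 4.53 (95% counting interval 1.04 to 41.1). At these depths a difference in any of the 4 was not detectable unless large.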

Changes in the expression of genes related to amino acid metabolism suggested that sulfur-containing amino acids are highly unfavored by the cyanobiont when in contact with *H. splendens*. In contrast with previous studies [16, 18], this suggests that, under the investigated conditions, there are insufficient sources of S, forcing the cyanobacterium to rearrange its amino acid profile and deflect resources for N_2_ fixation. S is an essential element in N_2_ fixation, either integrating the structure of the nitrogenase cofactors or as an essential part of metal-sulfur compounds that participate in other steps of the process [38]. Additionally, S is a core component of ferredoxin-like proteins, electron carriers that perform fundamental roles in processes like photosynthesis or N_2_ fixation [39, 40], for which two genes were significantly up-regulated in the cyanobiont. It is possible that more than 1 week is necessary for the host to provide nutrients to its cyanobiont, despite benefiting earlier from fixed N. It is also possible that distinct moss species affect cyanobacteria differently, as they have different requirements and growth strategies, especially when peat mosses and feather mosses are compared [41].

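Of 7 genes of photosynthesis tested in *H. splendens*, 1 was higher in contact with the cyanobacterium, 1 was lower and 5 did not pass the test (2 higher and 3 lower when adjusted over the list alone). Photosystem II reaction center protein M was the higher one. The light-harvesting chlorophyll protein NOG299277, annotated as a fucoxanthin chlorophyll a/c protein, fell from 363 ± 188 to 174 ± 49.8 normalized counts (SD, n = 4 libraries per group), a log2 fold change of −1.06 (standard error 0.29, adjusted p = 0.0187 from edgeR's quasi-likelihood test). The small subunit of ribulose bisphosphate carboxylase COG4451, of carbon fixation, had a log2 fold change of −0.01 (standard error 0.42, adjusted p = 0.983), and the manganese-stabilizing protein of photosystem II NOG05777 2 solitary and 16 co-incubated counts, a ratio of 5.18 (95% counting interval 1.22 to 46.5). The solitary counts of NOG05777 all came from moss alone replicate 1. Protein M, COG1290 and COG0723 of this list are in Table 2 and were chosen on these samples. NOG299277 missed the threshold with DESeq2 (adjusted p = 0.0674) and limma-voom (0.0803), and without moss alone replicates 1 and 3 or co-incubated replicates 1 and 4 (0.0982, 0.0646, 0.0513 and 0.0726).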

Contrarily to our third and fourth hypotheses, with the exception of a few genes, there was little to no evidence in our differential gene expression analyses for a significant down-regulation of photosynthetic genes in the cyanobiont and their up-regulation in the host after a week of physical contact. As N_2_ fixation is a very cost-intensive process, some sort of compensation for the increase in the diazotrophic activity presented by the cyanobacterium (Fig. 4b) would be expected. In other plant–cyanobacteria symbioses, this comes primarily in the form of carbon from the host [12]. It would be possible that the additional N fixed by the cyanobacterium was used for the growth of its own cells, but that would likely be followed by an equivalent increase in photosynthesis-related genes, which, with the exception of a single gene, was not observed (Table 1). Nevertheless, the maintenance of photosynthetic activity in the cyanobiont was also previously observed in symbioses with *P. schreberi* [18] and *S. angustifolium* [16]. This could indicate that, unlike more solid relationships with plants, it may not be a feasible strategy for cyanobacteria to rely on their hosts for carbon in epiphytic symbioses.

The nature of ecological relationships between organisms that live together is not static. Symbioses exist within a highly plastic spectrum composed of beneficial, neutral, or detrimental relationships with blurred borders [42]. Depending on biotic and abiotic conditions, the character of such ecological interactions can therefore oscillate in a continuum that may include mutualism, commensalism, neutralism, amensalism, and parasitism. Since mosses have not followed other bryophytes such as hornworts and some liverwort genera in evolving special structures to house cyanobionts [11], their interactions with cyanobacteria are likely to fluctuate more widely than those establishing stronger symbioses with these microbes.

## Conclusions

Although we did not observe noticeable changes in the host that would indicate an allocation of resources towards its cyanobiont, we did verify an undeniable increase in N_2_ fixation activity by the cyanobiont when in close contact with the moss. This suggests that, at least at the point when we evaluated this symbiosis, the nutrient flow might be going in a single direction, i.e., from the cyanobacterium to the host. Thus, if a mutual flow of nutrients also happens between *H. splendens* and cyanobacteria as suggested by research on other mosses, it does not seem to be a constant occurrence in these symbioses. On the other hand, it is also possible that nutrient exchange between mosses and cyanobacteria is not entirely based on active processes happening on demand, but rather by a passive leakage of constitutive nutrients from the host occurring regardless of contact with cyanobacteria or other external stimuli. Besides a lack of carbon from the host, the increase in N_2_ fixation without extra sources of S, nevertheless, leads the cyanobiont to change its amino acid profile against S-containing amino acids, likely to rearrange resources and be able to synthesize the molecules necessary for supporting the increase in N_2_ fixation promoted by the symbiosis. Therefore, epiphytic cyanobacterial symbioses could be more likely to fluctuate between mutualism and commensalism than those in which they are retained as endophytes.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

The RNAseq data obtained in this study was deposited in the NCBI GEO database under the accession numbers GSM7688832–GSM7688843.

How the deposited data were processed for this re-analysis (not part of the article)

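RNA of 12 samples was measured by metatranscriptomics: 4 tubes with UCTE CB012 alone, 4 with *H. splendens* alone and 4 with both organisms, each tube with moss holding 5 shoots and each with cyanobacteria 1 mL of suspension, after 1 week. The authors made the counts by trimming reads with Trimmomatic 0.36, assembling all samples with Trinity, filtering non-coding RNA, mapping reads to contigs with BWA 0.7.17-r1188 in the Comparative Metatranscriptomics Workflow, aligning contigs with SWORD, annotating them with eggNOG and separating cyanobacterial from moss contigs with Kraken. The deposited counts are whole numbers of reads per eggNOG entry, without normalization, in 1 table per organism with 8 libraries each. The authors also deposited lists of differentially expressed genes, whose log2 fold changes and adjusted p-values come from their DESeq2 comparison of co-incubated with solitary samples, and only genes with an adjusted p-value under 0.05 are listed. These lists were used only for comparison with the calls made here. Some entries are listed several times with identical counts under different functional categories, and all listings entered the test, while gene lists were counted per entry and functional categories per listing, so that an entry can be counted in several categories and in their Fisher tests.

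Genes with at least 10 counts over the 8 libraries were tested with edgeR 4.0.16 (TMM, quasi-likelihood F test, co-incubated against solitary, 4 libraries per group) in R 4.3.3, at a Benjamini-Hochberg adjusted p under 0.05 over all genes of the organism. Standard errors are the log2 fold change over the square root of the F statistic. Where a group had no count, a lower bound was computed against 3 counts over the group, and with 1 to 3 counts the ratio of totals is given with its exact 95% counting interval, both scaled by effective library size. Principal components were taken from the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0, and tested by exact permutation over the 70 assignments of libraries to groups. Functional categories with at least 5 tested genes were compared with all others by Fisher's exact test, adjusted over categories. The method was tested on simulated data with 200 changed genes per organism: at a log2 change of 1 it recovered 74.6% of them with the depth and spread of the cyanobacterium and 39.1% with those of the moss, and at a log2 change of 2 it recovered 100% and 83.9%, with 3 and 1 false calls.

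The genes named in the text follow a rule with 4 parts: every gene the paper names by its code, whose values in the paper had been seen, the 6 largest rises and 6 largest falls among separated genes past the threshold with a mean of at least 10 normalized counts, up to 4 members of each gene list past the threshold with the smallest p, and up to 4 members that did not pass with the highest counts. There were 21 lists for the cyanobacterium and 13 for the moss, written after Tables 1 and 2 had been read. NOG322620, COG0085, COG0361, COG0126, COG1239, COG3239, COG0265, COG0443, COG1994 and COG2377 fall outside this rule and were named after their values were seen. The comparisons with their tests, lists, naming rule and alternatives were set before the data were examined, except for the tests on the depth of the solitary libraries, on flagellin and on expression switched on by the cyanobacterium, and for 6 alternatives: each entry counted once, entries at 0 in the solitary libraries left out, the 2 most abundant moss entries left out, solitary replicates 1 and 2 of the cyanobacterium left out, and its counts thinned to the total of each moss library, with and without those 2 moss entries. The alternatives set beforehand were DESeq2 (also with fold changes shrunk by apeglm 1.24.0), limma-voom (limma 3.58.1), RLE size factors, scaling by total count only, 3 other count filters, the unadjusted p, summed listings, the replicate number as a block, each library left out in turn and the cyanobacterial counts thinned to the median moss total. Replicate numbers recur in the 3 treatments, but no source used here ties equal numbers to a shared batch. The functional categories were taken from the deposited tables. Acetylene reduction and microscopy data were not used here.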

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

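Of the tests in this part, those on the depth of the solitary libraries, on flagellin, on expression switched on by the cyanobacterium, the moss counts without the 2 most abundant entries and the 2 thinnings library by library, were chosen only after the results were seen.

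The division into solitary and co-incubated libraries gave 291 changed genes in the cyanobacterium and 54 in the moss. Among the 35 ways to divide 8 libraries into groups of 4, only this 1 gave as many in each organism, and the highest number for any other division was 0 in the cyanobacterium and 1 in the moss. The real division thus ranked first of 35, which makes a chance division unlikely without excluding it. The other divisions all mix solitary with co-incubated libraries, so the test does not tell what separates the groups.

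Fewer genes changed in the moss than in the cyanobacterium, and the moss libraries are shallower. With each library thinned to the total of the moss library of its group and number, the cyanobacterial counts still gave at least 88 changed genes in each of 20 draws, over 1.5 times the 54 of the moss, which argues against the library totals as the whole origin of the difference. The lowest number was 85 with every library thinned to the median moss total, which lies above all solitary moss libraries. COG2319 and NOG275168 take a large part of the counts in some co-incubated libraries and leave less depth to the other genes. Thinned to the moss totals without these 2 entries, the cyanobacterium gave 80 to 101 genes, not in every draw over 1.5 times the number of the moss, and the depth left beside them therefore stays open. These totals still hold COG1290, the most abundant entry of the solitary moss libraries with 19.8% to 24.8% of their counts. Leaving the 2 entries out of the moss table gave 55 genes, but returns no counts to the others and does not decide. A smaller response of the host, different rRNA depletion kits and a larger spread between moss libraries stay open and were not tested. Within each organism the kits differ between co-incubated and solitary libraries as well, and cannot be told apart from contact. The difference in number between the organisms was not itself tested.

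Of 31 cyanobacterial entries without a count in the solitary libraries, 28 were higher in the co-incubated ones, with 824 counts together, or 0.0244% of the co-incubated counts. The lowest solitary library total was 1.32 times the highest co-incubated one, which argues against lower depth for transcripts of the cyanobacterium itself. These totals hold cyanobacterial counts only. For transcripts of other organisms the depth of all reads matters, and the paper's average of trimmed read pairs is lower for solitary samples. Transcripts of the moss classed as cyanobacterial may contribute. Of the 28, 6 (21.4%: COG0069, COG0094, COG0126, COG1100, COG1239 and COG3239) are also in the moss table, against 48 of 521 other entries (9.21%, one-sided Fisher's exact test, p = 0.0468). An entry in both tables can also be a gene family that both organisms have, so this test does not decide. Transcripts of other bacteria may contribute as well, since the counting interval of the flagellin ratio starts at 20.3 (the ratio is 60.8 without co-incubated replicate 2 and at least 26.3 without solitary replicate 3). Expression switched on by the cyanobacterium would be unlikely in a growing culture for 4 core entries (RNA polymerase COG0085, ribosomal proteins COG0094 and COG0255, initiation factor COG0361). The solitary cells were kept as a suspension in water for 1 week and their growth was not measured here, so the test does not decide for these 4. The 4 were picked by translation and transcription words in their annotation. The argument was not applied to the 24 others, among them nucleoside diphosphate kinase COG0105 and phosphoglycerate kinase COG0126. For these 24, switched-on expression and transcripts of other organisms were not told apart, since their selection fixes the counts at 0.

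The following genes of the cyanobacterium were higher in contact with the moss by edgeR and are not among those the paper names. ATP sulfurylase COG2046, ribosomal proteins L5 COG0094 and L29 COG0255 and peroxiredoxin COG0450 were at least 52.8-, 6.61-, 9.61- and 8.41-fold higher against 3 counts over the solitary group, and flagellin COG1344 had a ratio of 117 (60.8 without co-incubated replicate 2 and at least 26.3 without solitary replicate 3). The bound of COG0450 was 3.92 without co-incubated replicate 3. With under 10 counts left, COG0450 was not tested without that library, COG0255 without co-incubated replicates 1 and 2, and COG0094 without any 1 of the 4. Log2 fold changes were 4.35 for the small heat shock protein COG0071, 4.30 for the oxidase subunit COG1622, 0.45 for PsaK NOG324947, 2.07 for the phycobilisome protein NOG43668, 0.87 for NOG27460, 0.59 for ATP synthase COG0056 and 0.92 for the DnaJ-class chaperone COG2214. They were 0.40 for COG0606, 0.32 for COG0317, 1.82 for the pilus assembly protein NOG13417, 1.26 for the transposase NOG74205, 0.57 for the thioesterase COG3319 and 0.56 for COG0022. COG0450 missed the threshold without solitary replicates 1 to 4 in turn (adjusted p = 0.0627, 0.0552, 0.0716 and 0.0621) and without co-incubated replicates 1 and 4 (0.0529 and 0.100), and COG0255 without solitary replicate 3 (0.0507). COG3319 missed it without solitary replicates 1, 2 and 3 (0.0790, 0.0539 and 0.0956) and without co-incubated replicates 1 to 4 in turn (0.0928, 0.0620, 0.113 and 0.0977), with RLE size factors (0.0528) and with at least 10 counts in each group (0.0574), and for PsaK the libraries are given with its values in the text.

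In the moss, the corresponding genes were NOG318908 with a log2 fold change of 2.07, NOG75316 with 1.83, NOG315363 with 1.73, NOG267212 with 1.68, COG4412 with 1.61, the chaperone COG0542 with 1.44, ribosomal proteins S4 COG0522 with 1.01, S8 COG0096 with 0.79 and S25 COG4901 with 0.92, the proteasome entry COG0638 with 0.73 and the WD40 repeat entry COG2319 with 1.92. Ribosomal protein L31E COG2097 had a ratio of 10.7 (95% counting interval 2.73 to 91.9), and was at least 4.87-fold higher without moss alone replicate 2. COG2319 missed the threshold with limma-voom (adjusted p = 0.275), filterByExpr (0.0631), at least 10 counts in each group (0.0621) and summed listings (0.0559), without moss alone replicates 1 to 4 in turn (0.0673, 0.0841, 0.0722 and 0.0616) and without co-incubated replicate 1 (0.615). Its log2 fold change was 0.22 without that library, 1.09 with total counts and 1.204 with limma-voom. COG4901 missed it without co-incubated replicates 1 and 4 (0.0770 and 0.111), and COG0638 without moss alone replicate 2 or co-incubated replicates 1 and 2 (0.0556, 0.0632 and 0.0927). COG0542 missed it without moss alone replicate 2 or co-incubated replicate 1 (0.0524 and 0.0862). COG2097 missed it without moss alone replicates 1, 3 and 4 (0.0875, 0.0722 and 0.114), without co-incubated replicates 1, 2 and 4 (0.147, 0.0958 and 0.0806) and with summed listings (0.0501). With total counts as the only scaling, NOG267212, COG0542, COG0522, COG0096, COG4901, COG2097, COG0638 and COG2319 all missed it (adjusted p = 0.118, 0.264, 0.312, 0.583, 0.329, 0.134, 0.665 and 0.0698).

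Single libraries far from the other 3 of their group were found in 29 of 342 groups. In 7 of the 29 the other 3 libraries are at 0, so that any read sets a library apart and no chance share applies, and of the other 335 groups 22 (6.57%) held such a library, where chance gives about 1 in 20 (5%). In solitary replicate 2 of the cyanobacterium, normalized counts were 6776 against 4769 to 5091 in the others for ferredoxin COG1145, 132229 against 87219 to 92897 for PsaA and PsaB, 19802 against 5741 to 6548 for the phycobilisome protein NOG43668, 10016 against 6403 to 6984 for ribosomal protein COG0097, 1559 against 930.0 to 1032 for COG0090 and 119 against 87.4 to 92.6 for the transposase NOG74205. Solitary replicate 3 had 1.19 against 0 for COG0059, 0.597 against 0 for flagellin and 6234 against 5618 to 5698 for COG4100, solitary replicate 1 had 1505 against 1137 to 1190.1 for the protease COG1266, and solitary replicate 4 had 73.8 against 11.3 to 19.6 for the polyketide synthase COG3321. Co-incubated replicate 2 had 15.7 against 2.68 to 4.90 for COG0136, 1.21 against 0 for chitinase COG3179, 281 against 152 to 164 for COG5018, 932 against 738 to 753 for superoxide dismutase COG0605 and 6267 against 5144 to 5171 for COG2214. Co-incubated replicate 3 had 20.9 against 10.9 to 12.1 for NOG41488 and co-incubated replicate 4 8.16 against 2.42 to 2.98 for COG0094. Without solitary replicate 2, COG0097 and COG0090 were past the threshold of edgeR (adjusted p = 0.0118 and 0.0368), and without solitary replicate 4 so was COG3321 (log2 fold change 1.83, adjusted p = 0.00127).

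For the moss, co-incubated replicate 2 stood apart with 26.2 against 4.56 to 7.45 normalized counts in the others for pyrophosphatase COG0221, 2.80 against 1.52 to 1.65 for COG0225, 45.8 against 23.2 to 25.4 for the nucleosome binding factor COG5406 and 119 against 87.4 to 90.2 for COG0638. Co-incubated replicate 1 had 82.5 against 56.3 to 60.4 for COG0696 and 32122 against 2884 to 3919.5 for COG2319, and co-incubated replicate 3 had 6.08 against 0.793 to 1.65 for COG1215. Among the libraries of moss alone, replicate 1 had 2.66 against 0 for NOG05777 and the same number for COG0357, replicate 3 had 6.80 against 0 for NOG279850 and replicate 2 had 2.01 against 0 for COG2097.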

How the results depend on the processing

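The alternatives that count each entry once, leave out entries, leave out solitary replicates 1 and 2 together or thin library by library were chosen only after the results were seen.

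No named gene reversed its direction past the threshold in any alternative. Of 55 named cyanobacterial genes past the threshold, 36 were tested and passed in every alternative, 8 passed in every alternative that tested them and 11 missed in at least 1. Of 29 in the moss these were 11, 1 and 17. Over all settings, 47 of 2178 values of the cyanobacterium lost the threshold and 60 gained it, against 78 and 25 of 1525 in the moss. The number of changed cyanobacterial genes lay between 242 and 324 in all settings at full depth, and that of the moss between 36 and 56 at an adjusted p. The share of variance on the first principal component lay between 71.5% and 79.4% in the cyanobacterium and between 32.3% and 43.3% in the moss.

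Thinned to the median moss total, the cyanobacterium gave 103.5 changed genes (41 higher, 60.5 lower). Thinned to the total of each moss library it gave 103 (45.5 higher, 60.5 lower), and without the 2 most abundant moss entries in these totals 91.5 (38.5 higher, 51.5 lower). Fewer counts are left in all 3. The looser unadjusted p gave 118 moss genes (71 higher, 47 lower). With total counts as the only scaling, 5 moss genes were higher. In co-incubated replicates 1 and 2 the 2 most abundant entries of the library took 59.6% and 55.1% of the moss counts. The TMM factors of these libraries were 0.57 and 0.71, against 1.08 to 1.24 in the other moss libraries. Total counts include such entries, which lowers the scaled values of all other genes there. Total-count scaling without them was not run. Leaving out each library in turn gave 15 to 27 moss genes higher, with 17 without moss alone replicate 4 and 15 without co-incubated replicate 1. With the replicate block, 250 cyanobacterial and 38 moss genes changed, 17 moss genes were higher and 1 functional category of the cyanobacterium passed the threshold (replication, recombination and repair, 4 of 27 genes changed), against 0 without it, and the cause was not tested. Equal replicate numbers do not mark similar libraries: 0 of 4 solitary cyanobacterial and 1 of 4 solitary moss libraries were closest to the co-incubated library of their own number. Co-incubated replicates 3 and 4 were much alike, with a chi-square per degree of freedom between their counts of 2.77 in the cyanobacterium and 2.91 in the moss. The other co-incubated pairs had 21.1 to 49.0 and 40.6 to 95.0. Whether the 4 co-incubated tubes are equally independent was not tested. The named genes that pass without the block and not with it are COG1348, NOG324947, COG0108 and COG0094 in the cyanobacterium and COG1472, COG0438, COG1100, COG2319, COG0542, COG2097 and COG0638 in the moss. Simulated log2 changes of 0.5 were recovered in 4.55% of genes in the moss, against 57.6% in the cyanobacterium, and the simulated counts of the 2 organisms differ in spread as well as in depth.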

Differences from the paper's values

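No test in this part was chosen to approach the paper's values, and the tests that leave out entries or solitary replicates 1 and 2 together, or count each entry once, were chosen only after the results were seen.

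For the cyanobacterium the paper gives 0.158 as the size of the lower end of its log2 fold changes, on the negative side, and the largest fall found here among changed genes with over 3 counts in each group was 4.53 on the log2 scale (COG0108). For the moss the paper gives 0.583, and the largest fall found here was 2.74 (NOG322620). None of the alternatives set before the data were examined comes within the standard error of the paper's values, and the largest falls ranged from 3.84 to 4.95 in the cyanobacterium and from 1.72 to 3.14 in the moss. In the authors' deposited lists the lowest log2 fold changes are −7.04 (COG3179) and −2.80 (NOG322620), and the falls closest to 0 have the sizes 0.158 (COG2148) and 0.583 (COG1100).

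The paper counts most changed genes of both organisms as of unknown or general function. In the cyanobacterium 111 of 291 changed genes (38.1%) had an unknown or only general function, and 117 of 305 in the authors' list, while in the moss 32 of 54 (59.3%) did. The paper stresses energy and amino acid metabolism among the changed categories of the cyanobacterium, on numbers of genes. Among categories of known function, amino acid metabolism (16 higher, 6 lower) and energy production (14 higher, 7 lower) held the most changed genes here as well. Fisher's exact test compares shares instead, and by it 0 of 19 categories were enriched (1 at an unadjusted p, 0 with the calls of DESeq2).

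The direction was the paper's for 28 of 28 genes of Table 1 and 10 of 10 of Table 2, of which 25 and 8 passed the threshold of edgeR. The paper calls COG1410, COG0473, NOG05026 and COG2148 lower, with adjusted p of 0.0728, 0.0653, 0.0854 and 0.104 here, and all of them passed with DESeq2, the tool the paper names. Other settings that call them are RLE size factors, at least 10 counts in each group, solitary replicate 4 left out and co-incubated replicate 1 left out for COG0473, solitary replicate 1 left out for COG1410, co-incubated replicate 2 left out for NOG05026, and the unadjusted p for these 3. Among alternatives chosen after seeing the values, leaving out entries at 0 in the solitary libraries calls COG0473 and drops 5 of the genes the paper calls (COG0136, COG0129, COG0069, COG0633 and COG0105), and leaving out solitary replicates 1 and 2 together calls COG1410 and drops 3 (COG1348, COG0129 and COG0520). In the moss the paper calls COG1290 and COG0723 lower (adjusted p of 0.0700 and 0.0508 here), and both passed with DESeq2, limma-voom, RLE size factors, filterByExpr and the unadjusted p. COG1290 also passed without co-incubated replicate 1 and, chosen after seeing the values, without the 2 most abundant entries, which drops COG0438 and NOG275168 itself, 2 of the genes the paper calls. COG0723 also passed with total counts, at least 10 counts in each group, without moss alone replicate 3 or co-incubated replicate 2, and, chosen after seeing the values, with each entry counted once, which drops none of the paper's genes. DESeq2 with its own settings gave 305 cyanobacterial genes and 54 moss genes, the paper's numbers. Beside the photosystem I genes the paper names, PsaK was higher as well (log2 fold change 0.45). For the moss the paper gives a larger share of variance between the states than the first principal component held here. That share was 38.6%, and 32.3% to 43.3% over the alternatives, none of which reached the paper's value.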

Other observations

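Of the tests in this part, that on expression switched on by the cyanobacterium was chosen only after the results were seen, and the gene lists not used at a claim are given as values from edgeR, with the numbers adjusted over the list alone where they differ.

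In the cyanobacterium, of 15 chaperones and proteases 7 were higher (COG0071, COG0265, COG0443, COG0606, COG1994, COG2214 and COG2377, of which COG0265 has no count in the solitary libraries and an origin that stays open), 1 was lower (COG0465, log2 fold change −0.86) and 7 did not pass. Of 6 entries listed as ribosomal proteins, 1 of them the acetyltransferase family COG1670, 2 were higher, 1 was lower (S21 COG0828, −0.77) and 3 did not pass. The 2 higher ones (COG0094 and COG0255) had no count in the solitary libraries, and the test on expression switched on by the cyanobacterium does not decide their origin. Of 5 transposases NOG74205 was higher, COG3385 was lower (−2.54) and 3 did not pass. Of 5 entries listed under phosphate uptake 1 was higher, COG0317, which is annotated as a guanosine polyphosphate synthetase or pyrophosphohydrolase and not as an uptake gene, and the other 4 did not pass. Of 3 genes of pili and motility 1 was higher (NOG13417), of 4 oxidative stress genes 1 (COG0450, without a count in the solitary libraries and of open origin as well, 0 over the list alone), of 3 polyketide and peptide synthetases 1 (COG3319, 0 over the list alone; COG3321 also passed without solitary replicate 4, with an adjusted p of 0.00127, and with limma-voom, 0.0429) and of 3 entries listed for eukaryotic words in their annotation 1 (COG0022, a dehydrogenase subunit of a type named eukaryotic), with none lower. COG2805 of the pili and motility list passed edgeR's test without solitary replicate 4 (log2 fold change 1.06, adjusted p = 0.00338) and with the replicate block (0.0274). The 1 flagellar entry was higher. Of 2 iron uptake genes none passed (DESeq2 0, limma-voom 0, unadjusted p 1), with log2 fold changes of 0.23 for COG1629 and 0.17 for NOG293619. COG1629 passed with total counts (adjusted p = 0.0103), without co-incubated replicate 1 (0.0246) and, chosen after seeing the data, with each entry counted once (0.0447).

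In the moss, of 14 ribosomal proteins 4 were higher (COG0522, COG0096, COG4901 and COG2097), none was lower and 10 did not pass (6 higher over the list alone, and 0 with total counts as the only scaling). Of 8 genes of ubiquitin and the proteasome 2 were higher (NOG318908 and COG0638), and of 17 entries listed for signalling the WD40 repeat entry COG2319 was higher, the GTPase COG1100 was lower and the other 15 did not pass. Of 6 genes of cytoskeleton and histones none passed (unadjusted p 1, DESeq2 0, limma-voom 0), nor did the 1 entry listed for bacterial proteins (0 in all 3), the histidine kinase COG0642 with a log2 fold change of 0.08. COG4412, which was higher (log2 fold change 1.61), is annotated as an uncharacterized protein conserved in bacteria and is outside that list. Whether bacterial transcripts were classed as moss was not tested. The nucleosome binding factor COG5406 passed edgeR's quasi-likelihood test without moss alone replicate 1 (log2 fold change 1.39, adjusted p = 0.0224).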
